# Relative effects of location relative to the corpus luteum and lactation on the transcriptome of the bovine oviduct epithelium

**DOI:** 10.1186/s12864-019-5616-2

**Published:** 2019-03-21

**Authors:** Yann Locatelli, Niamh Forde, Helmut Blum, Alexander Graf, Benoît Piégu, Pascal Mermillod, Eckhard Wolf, Patrick Lonergan, Marie Saint-Dizier

**Keywords:** Oviduct, Lactation, RNAseq, Dairy cow, Metabolism

## Abstract

**Background:**

Lactation and associated metabolic stresses during the post-partum period have been shown to impair fertility in dairy cows. The oviduct plays key roles in embryo development and the establishment of pregnancy in cattle. The aim of this study was to investigate the effects of lactation and location relative to the corpus luteum (CL) on the transcriptome of the bovine oviduct epithelium.

**Results:**

An original animal model was used. At 60 days post-partum, Holstein lactating (*n* = 4) and non-lactating (i.e. never milked after calving; *n* = 5) cows, as well as control nulliparous heifers (n = 5), were slaughtered on Day 3 following induced estrus, and epithelial samples from the oviductal ampulla and isthmus ipsilateral and contralateral to the corpus luteum (CL) were recovered for RNA sequencing. In the oviduct ipsilateral to the CL, differentially expressed genes (DEGs) were identified between heifers compared with both postpartum cow groups. However, only 15 DEGs were identified between post-partum lactating and non-lactating cows in the ipsilateral isthmus and none were identified in the ipsilateral ampulla. In contrast, 192 and 2583 DEGs were identified between ipsilateral and contralateral ampulla and isthmus, respectively. In both regions, more DEGs were identified between ipsilateral and contralateral oviducts in non-lactating cows and heifers than in lactating cows. Functional annotation of the DEGs associated with comparisons between metabolic groups highlighted a number of over-represented biological functions and cell pathways including immune response and cholesterol/steroid biosynthesis.

**Conclusions:**

Gene expression in the oviduct epithelium, particularly in the isthmus, was more affected by the location relative to the CL than by lactation at Day 3 post-estrus. Furthermore, the effect of the proximity to the CL was modulated by the metabolic status of the cow.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5616-2) contains supplementary material, which is available to authorized users.

## Background

The physiological changes associated with high milk production are related to poor reproductive efficiency in commercial dairy herds [1, 2]. Decreasing (glucose, insulin-like growth factor 1) or increasing (non-esterified fatty acids, NEFA, ketone bodies) circulating metabolites during nutrient partitioning associated with low body condition score (BCS) undoubtedly play a role in determining reproductive outcome. However, the causes of infertility in dairy cattle are complex and may be attributable to compromised oocyte quality and/or a suboptimal reproductive tract environment incapable of supporting normal embryo/conceptus development or a combination of both.

Fertilization and the first 4–5 days of embryo development occur in the oviduct, which provides a unique environment in terms of metabolites, proteins, steroid hormones and ions, as compared with the uterine lumen [3–7]. The oviduct clearly plays a role in providing an appropriate environment conducive to normal embryo development and establishment of pregnancy. Data from nonsurgical flushing of single-ovulating dairy cows indicate that about 50% of embryos degenerate by Day 7 after breeding, i.e. before or just after leaving the oviduct [8, 9]. We have reported that embryo development to Day 7 following endoscopic transfer to the oviducts of postpartum lactating cows was compromised in comparison to that in the tract of nulliparous heifers [10], consistent with the previously reviewed data. More recently, age-matched postpartum primiparous dairy cows that were either milked post calving (i.e. post-partum lactating) or were dried off immediately at calving (i.e., post-partum non-lactating) were used to directly test the effects of lactation on postpartum fertility characteristics [11]. Consistent with the results of Rizos et al. [10], transfer of embryos to the oviducts of lactating cows resulted in lower blastocyst development than that observed in post-partum non-lactating cows or heifers [11], suggesting an impaired oviduct environment due to the metabolic stress associated with lactation. The endometrial transcriptome was reported to be affected by lactation on Day 17 in cyclic and pregnant Holstein cows [12] and on Day 19 in pregnant Holstein cows [13]. However, data on the effects of lactation on the oviductal environment are currently lacking.

In addition to systemic changes induced by lactation [14], normal changes in the oviductal environment in response to the formation and function of the corpus luteum (CL) may possibly be perturbed by the high energy demands associated with lactation. The concentrations of several steroid hormones in bovine oviductal tissue and oviductal fluid were reported to be higher in the ipsilateral than the contralateral side relative to ovulation [7, 15]. Moreover, transcriptomic differences between the oviduct epithelial cells ipsilateral and contralateral to the early CL have been reported [16]. However, the possible interaction between the metabolic status of the cow and the regulatory role of the proximal CL is currently not known.

In this study, we hypothesized that part of the difference in fertility between heifers or post-partum non-lactating and lactating dairy cows could be explained by differences in the transcriptome of the oviduct epithelium, associated with a compromised ability to support early embryo development. The animals used in this study were part of a large cohort previously characterized for their metabolic status [14] and included age-matched post-partum primiparous lactating or non-lactating dairy cows, and a contemporaneous group of nulliparous non-pregnant heifers. A subset of females in each group was previously used to study the effect of lactation on metabolomic profiles in the follicular fluid [14] and uterine fluid [17], as well as on gene expression in the conceptus [17] and endometrium [13] on Day 19 of pregnancy. In the current study, in an independent subset of non-inseminated animals from each of the three groups, we collected oviduct tissues on Day 3 of a synchronized estrous cycle on which we carried out RNA sequencing in order to better understand the factors contributing to reduced early embryo survival in lactating cows.

## Results

The different groups of animals and tissues used in the RNAseq analyses are summarized in Fig. 1a.

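RNA of epithelial cells from the ampulla and the isthmus, each ipsilateral and contralateral to the CL, was sequenced from 5 heifers, 5 post-partum non-lactating cows and 4 post-partum lactating cows. This gave 56 libraries from 14 animals, with 1 library per animal and tissue. The authors aligned the single-end reads with Tophat2 (version 2.0.13) to the bovine assembly Btau_4.6.1 and counted them on genes with htseq-count (version 0.6.1), by strand and in its intersection-strict mode. The deposited table holds these whole-number counts for 31903 genes, listed by gene symbol and not normalized. The table holds 18122894 to 64780944 counted alignments per library, of which 8.66 to 13.7% (median 10.9%) lay on genes, and every value given here uses the alignments on genes. Their number ranged from 1901454 to 6836850 per library. In heifers it was 3771989 to 5245121 (median 4858298) in the ipsilateral ampulla, 4575761 to 6736441 (median 5087114) in the contralateral ampulla, 3875324 to 5556310 (median 5242322) in the ipsilateral isthmus and 2238157 to 4990519 (median 4152894) in the contralateral isthmus. In non-lactating cows the ranges over the same 4 tissues were 4224420 to 5256389 (median 4981114), 3141770 to 6114187 (median 4511449), 3714419 to 6836850 (median 5681863) and 1901454 to 5274847 (median 4130991). In lactating cows they were 4332837 to 5554403 (median 5286387.5), 4618120 to 5817928 (median 5097330.5), 4842505 to 6208967 (median 4969556.5) and 4293913 to 4905785 (median 4662131). Normalized values are CPM, the counts scaled to a common library total by edgeR with TMM normalization. The columns of the table carry an animal number, and the animals of a group are named here by letter in the order of these numbers: heifers A to E, non-lactating cows A to E and lactating cows A to D. In the ipsilateral ampulla, 1 library of the non-lactating group carries the number of lactating cow B and 1 library of the lactating group carries the number of non-lactating cow C. Both were kept in the metabolic group that the table names. A further pair of libraries of the ipsilateral ampulla, of heifer B and non-lactating cow B by their column names, each correlated with the other libraries of the other's animal, at 0.89 and 0.82, and with those of its own number at 0.22 and 0.23, over 200 genes that differ between animals. The 52 libraries with neither mismatch correlated with their own animal at 0.64 or more. The pair was kept in its named groups in every value of the ampulla given here, except where the exchange of these libraries is named, a setting chosen after seeing the data.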

**Fig. 1:**
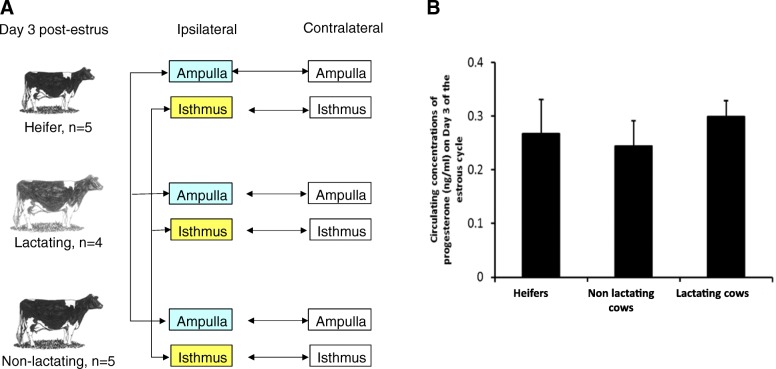
**a** Comparisons of animals and tissues performed in the RNAseq data analyses. All tissues were collected at Day 3 after estrus synchronization. Vertical arrows indicate comparisons between metabolic groups (heifer/lactating/non-lactating) in one given oviductal tissue (ampulla or isthmus) ipsilateral to the corpus luteum. Horizontal arrows indicate comparisons between ipsilateral and contralateral ampulla or isthmus in each metabolic model. **b** Serum progesterone concentrations (means ± SEM) in Holstein heifers and age-matched postpartum non-lactating (dry) and lactating cows at the time of oviduct tissue collection on Day 3 after synchronized estrus

### Plasma progesterone levels according to the metabolic status

No differences were observed in plasma concentrations of progesterone on Day 3 of the estrous cycle between heifers, post-partum non-lactating and lactating cows (Fig. 1b).

### Effect of lactation on the transcriptome of the oviduct epithelium in the ampulla and isthmus ipsilateral to the corpus luteum

The effect of the metabolic status on the oviduct epithelial transcriptome was assessed in the ampulla and isthmus ipsilateral to the CL, where fertilization and early embryo development takes place in vivo.

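Each pair of metabolic groups was compared on the libraries of those groups only, in the ipsilateral ampulla and in the ipsilateral isthmus. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, and genes were kept by edgeR's filter with a minimum count of 10, which left 13701 to 14077 genes per comparison. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Every fit was repeated with each library left out in turn.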

#### In the ampulla

The comparison of post-partum lactating vs. non-lactating cows and heifers vs. post-partum non-lactating cows revealed no differentially expressed genes (DEG) in the ampulla. In this region, 19 genes were differentially expressed between heifers and lactating cows (Fig. 2a; see the lists of all DEGs between metabolic groups in Additional file 1: Table S1).

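In the ipsilateral ampulla, 0 of 14066 genes differed between lactating and non-lactating cows and 0 of 13701 between non-lactating cows and heifers, with smallest adjusted p-values of 0.998 and 0.999 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The numbers at an unadjusted p under 0.05 were 502 and 497 genes, where chance gives 703.3 and 685.1. Among the alternatives set beforehand, counting genes at an unadjusted p under 0.001 moved both numbers most, to 5 and 7. With each animal left out in turn, the comparison of non-lactating cows with heifers kept 0 DEGs, and that of lactating with non-lactating cows gave 1 DEG without non-lactating cow B and 0 otherwise. When the mismatched libraries of heifer B and non-lactating cow B were exchanged, a setting chosen after seeing the data, lactating against non-lactating cows gave 1 DEG and non-lactating cows against heifers 0 (887 genes at an unadjusted p under 0.05), and DESeq2's Wald test gave 1 and 8 in the same order.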

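Of 13918 genes tested between lactating cows and heifers in the ipsilateral ampulla, 0 were DEGs, and the smallest adjusted p was 0.515 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 995 genes, 584 higher and 411 lower in lactating cows, against 695.9 by chance. DESeq2's Wald test with its current defaults gave 23 DEGs. Of the 19 genes in the paper's list, which was drawn from these same libraries, 18 were tested. All 18 had the listed direction and an unadjusted p under 0.05, and DESeq2 called all 19. Leaving out lactating cow C gave 1 DEG, and no other exclusion gave any. With the mismatched libraries of heifer B and non-lactating cow B exchanged, chosen after seeing the data, edgeR gave 0 DEGs (1267 genes at an unadjusted p under 0.05) and DESeq2's Wald test 65.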

**Fig. 2:**
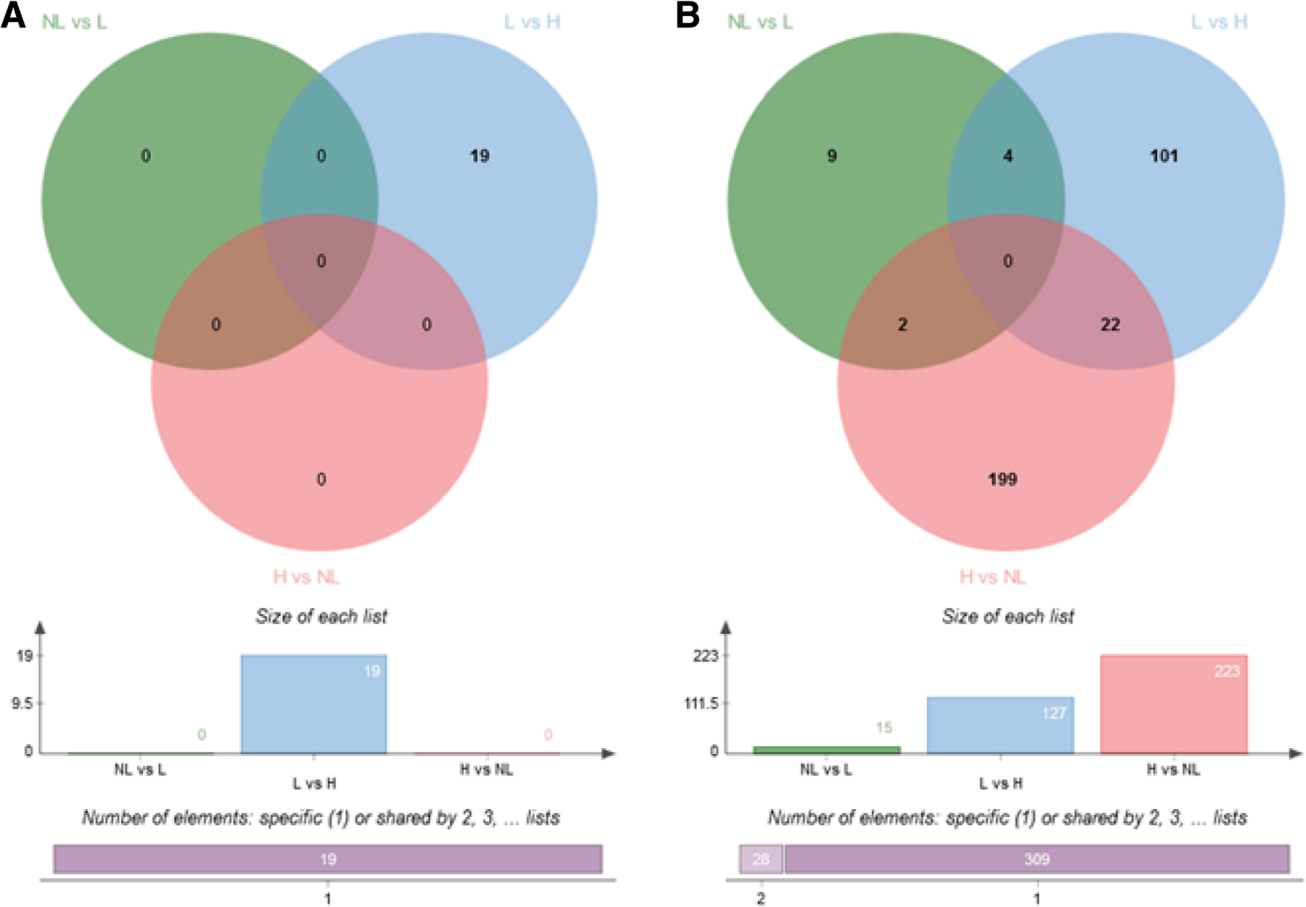
Venn diagrams of differentially expressed genes (DEGs) identified in pairwise comparisons between heifers (H) and post-partum lactating (L) and non-lactating (NL) cows in the ampulla (left diagram, **a**) and isthmus (right diagram, **b**) ipsilateral to the corpus luteum on Day 3 of the estrous cycle. The histograms below show the total number of DEGs in each group

#### In the isthmus

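In the isthmus ipsilateral to the CL, 14077 genes were tested between the lactating and the non-lactating cows, and 0 passed an adjusted p of 0.05 (smallest adjusted p 0.48, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There were 881 genes at an unadjusted p under 0.05, 472 higher and 409 lower in lactating cows, where chance gives 703.8. The number of DEGs became 2 without lactating cow A, 1 without non-lactating cow A and 1 without non-lactating cow E. It was 15 with DESeq2's Wald test.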

In the isthmus, only 15 DEGs were identified between post-partum lactating and non-lactating cows. However, 127 DEGs were identified between heifers and post-partum lactating cows and 223 DEGs between heifers and post-partum non-lactating cows. 

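Between lactating cows and heifers, 0 of 13840 genes were DEGs in the ipsilateral isthmus (smallest adjusted p 0.152, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this number stayed at 0 with each animal left out. An unadjusted p under 0.05 was reached by 1446 genes, against 692 by chance. Between non-lactating cows and heifers, 1 of 13703 genes, GAT, was a DEG, and 1619 genes had an unadjusted p under 0.05, against 685.2 by chance. Without non-lactating cow A the number of DEGs was 19, without heifer D it was 7 and without non-lactating cow C it was 3. The number depended on the test, since DESeq2's Wald test gave 127 DEGs for lactating cows and 229 for non-lactating cows. The paper's lists for these comparisons come from the same libraries. All 127 genes of the first and the 217 tested genes of the second had the listed direction and an unadjusted p under 0.05.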

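The comparisons of lactating and of non-lactating cows with heifers in the ipsilateral isthmus use the same heifer libraries, so some overlap arises without any effect. Among genes tested in both, 50 and 93 had an unadjusted p under 0.001, and 8 of them were in both sets. In 20 simulated sets of counts in which no gene differed between groups, the mean overlap was 0.8 genes (0 to 2). The simulated sets held means of 12.45 and 11.8 genes. At an unadjusted p under 0.05, the sets held 1409 and 1590 genes, with 446 in both and 445 of those in the same direction. The simulated mean overlap was 119.4 (105 to 136), between sets of 634.8 and 647.2 genes on average. The lists of DESeq2's Wald test shared 24 genes, against a simulated mean of 0.3 (0 to 2), and the edgeR lists shared 0. Simulated DESeq2 lists held means of 7.4 and 5 genes, against 127 and 229 in the data. Smaller sets share fewer genes by construction. The numbers of shared genes therefore cannot tell whether the overlap exceeds what the shared heifers give. Across genes, which are not independent replicates, the log2 fold changes of the comparisons correlated at 0.60, against 0.48 (0.46 to 0.52) in the simulations.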

The overlap in DEGs between heifers vs. lactating and heifers vs. non-lactating comparisons was low as only 22 DEGs were shared between the two lists (Fig. 2b and Additional file 1: Table S1).

Lists of the most differentially expressed genes between metabolic groups in the isthmus and their regulation (up or down) are presented in Fig. 3. Among those, *GAT* (coding for glycine N-acyltransferase) was down-regulated in both post-partum lactating and non-lactating cows compared to heifers, while *BLA-DQB* (major histocompatibility complex class II antigen) was up-regulated in lactating cows compared with both non-lactating cows and heifers. In addition, *FAT4* (FAT atypical cadherin 4) was down-regulated in non-lactating cows compared with both heifers and lactating cows (Fig. 3).

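In the comparison of non-lactating cows with heifers, GAT was at 21.2 ± 2.49 CPM (SD, n = 5) in the cows and 75.5 ± 13.0 CPM (SD, n = 5) in the heifers, a log2 fold change of -1.83 (standard error 0.14, adjusted p = 9.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call held with each animal left out and under all 8 alternatives set beforehand, whose adjusted p-values ranged from 2.2e-27 to 0.0433. In the comparison of lactating cows with heifers, GAT was at 30.4 ± 13.7 CPM (SD, n = 4) in the cows, a log2 fold change of -1.32 (standard error 0.30, adjusted p = 0.253), and it passed the threshold under 2 of 8 alternatives set beforehand (adjusted p 0.00728 to 0.28). BLA-DQB had a log2 fold change of 3.81 (standard error 0.66) in lactating cows against heifers and of 3.58 (standard error 0.63) against non-lactating cows, with adjusted p-values of 0.176 and 0.48 from the same test. Over the alternatives set beforehand these ranged from 0.000485 to 0.262 and from 0.00192 to 0.832, under 0.05 in 4 and in 3 of 8 of them. Its mean level in the lactating isthmus was 96.6 ± 93.2 CPM (SD, n = 4). Over the 4 tissues of each lactating cow it was 108 to 253 CPM in cow A, 48.8 to 81.3 in cow B, 94.2 to 316 in cow C and 14.9 to 21.4 in cow D, against 1.05 to 24.1 in the 20 heifer libraries and 0.2 to 28.0 in the 20 libraries of non-lactating cows. Reads shared between BLA-DQB and related major histocompatibility genes were not tested, so its level is uncertain.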

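FAT4 was at 16.1 ± 2.08 CPM (SD, n = 5) in the ipsilateral isthmus of non-lactating cows and at 46.6 ± 28.1 CPM (SD, n = 5) in heifers, a log2 fold change of -1.54 (standard error 0.35, adjusted p = 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold under 2 of 8 alternatives set beforehand, with adjusted p-values from 0.00251 to 0.167. In lactating cows it was at 33.2 ± 11.0 CPM (SD, n = 4), a log2 fold change of 1.04 against non-lactating cows (standard error 0.23, adjusted p = 0.778), and 1 of 8 alternatives set beforehand called it (0.046 to 0.832). In both comparisons the groups overlapped.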

**Fig. 3:**
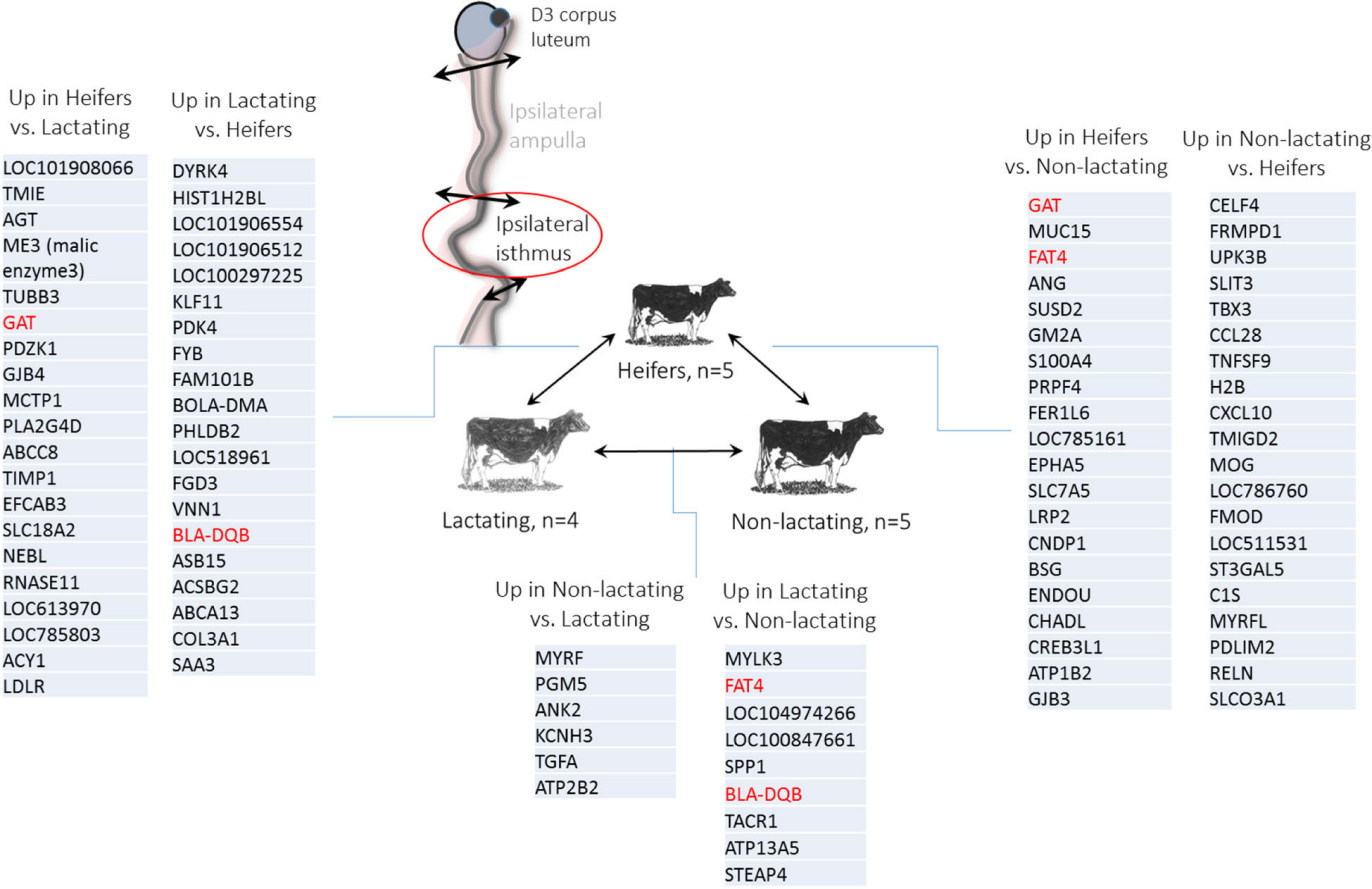
Lists of most differentially expressed genes (according to fold changes) identified in pairwise comparisons between heifers, non-lactating and lactating cows in the ipsilateral isthmus. Genes in red are shared by two comparisons (Heifers vs. Lactating and Non-lactating cows for *GAT*; Lactating vs. Heifers and Non-lactating cows for *BLA-DQB*; Non-lactating vs. Heifers and Lactating cows for *FAT4*)

Analysis of the gene ontology (GO) terms associated with the DEGs between heifers and lactating cows indicated several Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Biological Process (BP) involved in steroid metabolism. 

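The enrichment of GO terms was not repeated here. In its place, a list of 23 genes of cholesterol biosynthesis was tested between lactating cows and heifers in the ipsilateral isthmus. Of the 23 genes, 22 were lower in lactating cows, with a median log2 fold change of -0.53. The adjusted p was 4.66e-12 from limma's camera with a preset correlation of 0.01 and 0.0423 from fry, both adjusted over all lists and comparisons. Over all genes tested 0 of the 23 were DEGs, and 14 were when adjusted over the list alone. The study names 9 of the 23 from these libraries, so the last number is not independent evidence.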

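The cholesterol and sterol genes drawn in Fig. 4 for the comparison of heifers with lactating cows number 9, and the figure shows 14 other genes for it. All 9 were lower in the ipsilateral isthmus of lactating cows, with a median log2 fold change of -0.75. Of the other 14 genes, 11 were higher in lactating cows. All 23 genes had an unadjusted p under 0.05 and adjusted p-values from 0.173 to 0.316 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so 0 were DEGs over all genes tested, and DESeq2's Wald test called 19.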

GO terms such as ‘steroid biosynthesis’, ‘steroid metabolic process’ and ‘cholesterol biosynthetic process’ were associated with up-regulated genes in heifers (Fig. 4). 

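PDK4, PRKAG3, HK1, OGDH and ME3 had adjusted p-values of 0.173 to 0.253 between lactating cows and heifers in the ipsilateral isthmus (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2's Wald test called all 5. PDK4 and PRKAG3 were higher in lactating cows and the other 3 were higher in heifers.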

The BP ‘pyruvate metabolic process’ was also identified with five associated genes (3 upregulated in heifers and 2 upregulated in lactating). Analysis of the GO terms associated with the DEGs between heifers and non-lactating cows indicated the ‘humoral immune response’ BP associated with up-regulated DEGs in non-lactating cows (Fig. 4; Additional file 1: Table S1).

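A list of complement genes, of which 14 could be tested between non-lactating cows and heifers in the ipsilateral isthmus, had a median log2 fold change of 0.66, with 9 of the 14 genes higher in non-lactating cows. The adjusted p was 0.0358 from camera and 0.44 from fry. Adjusted over the list alone, 5 of the 14 genes were DEGs, and over all genes tested 0 were. The list holds 3 genes that the study names from these libraries.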

**Fig. 4:**
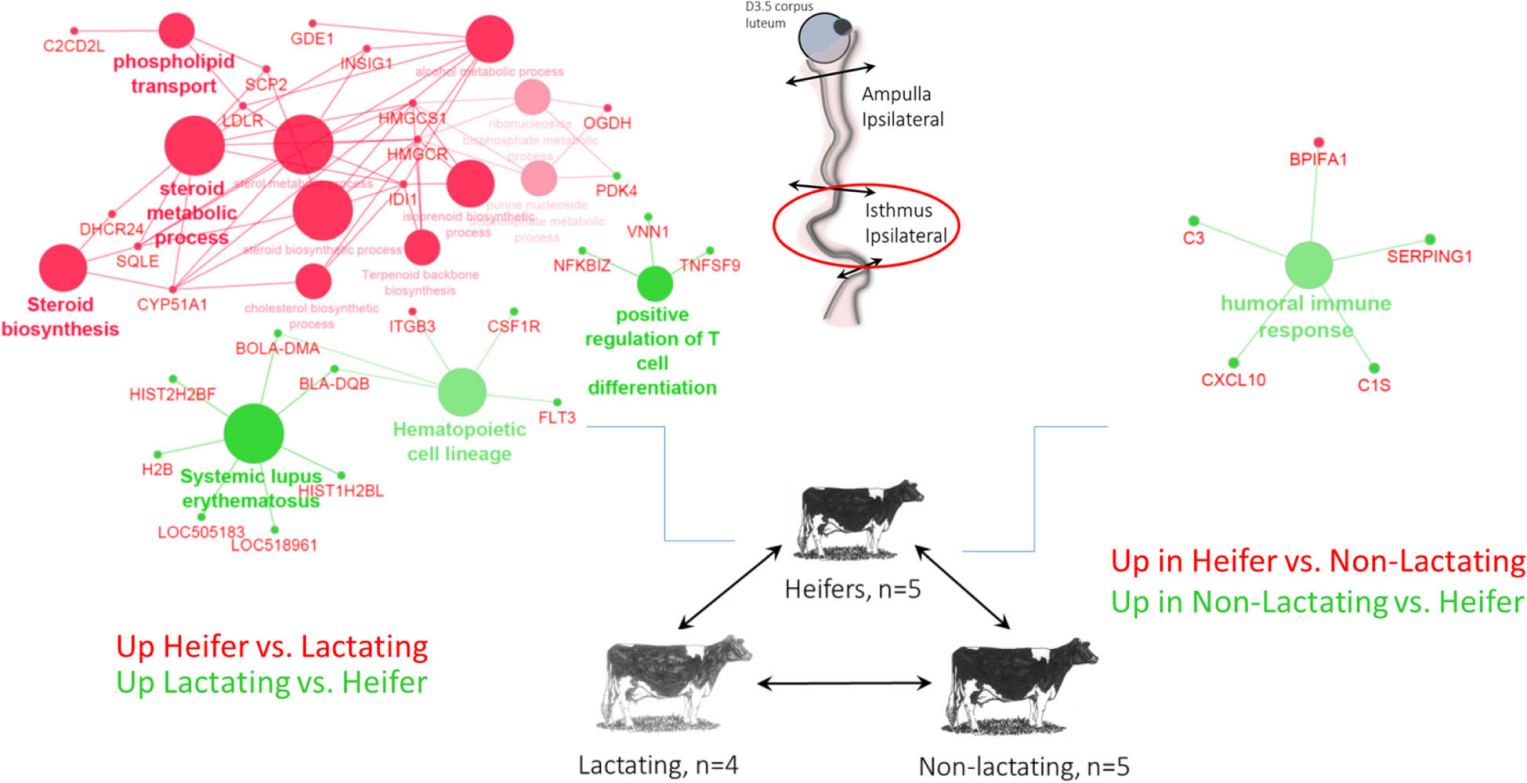
Schematic representation of Biological Process and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways/compounds associated with differentially expressed genes (DEGs) in pairwise comparison between heifers, lactating and non-lactating cows in the isthmus ipsilateral to the corpus luteum on Day 3 of the estrous cycle (Cytoscape Cluego analysis). Terms in red includes up-regulated DEGs in heifers compared with lactating (left) or non-lactating (right) cows. Terms in green includes up-regulated DEGs in lactating (left) or non-lactating (right) compared with heifers

### Effect of location relative to the corpus luteum on the transcriptome of oviduct epithelium in the ampulla and isthmus

Overall, gene expression in both the ampulla and isthmus was more affected by the location relative to the CL than by lactation. 

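The ipsilateral and contralateral libraries of a metabolic group and region were compared with the same test and filter as the metabolic groups, without a term for the animal. An unadjusted p under 0.05 was reached by 497 to 1619 genes in the 6 comparisons between metabolic groups and by 594 to 3686 genes in the 6 comparisons between sides. On counts simulated from the isthmus libraries, with 200 genes changed by a log2 fold change of 1 in either direction, the test recovered 143 of the 195 changed genes it tested (73.3%) with 5 libraries against 5 and 65 of 191 (34%) with 4 against 4. Of its calls, 7.14% and 1.52% were unchanged genes. The 5 against 5 were drawn from heifer libraries and the 4 against 4 from those of lactating cows, so group size and spread both differ. The paper compares the numbers of DEGs and concludes that the location relative to the CL had more effect than lactation.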

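Counted once over the 3 metabolic groups, 1707 genes were DEGs between the ipsilateral and contralateral isthmus and 13 between the ipsilateral and contralateral ampulla (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the alternatives set beforehand, DESeq2's Wald test moved these numbers by the most genes, to 2554 and 181. With the animal number as a block the numbers were 2349 and 164. The block with the exchanged animal numbers put right and the mismatched libraries exchanged, chosen after seeing the data, gave 313 in the ampulla.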

Irrespective of the metabolic status, the number of DEGs between ipsilateral and contralateral cells was higher in the isthmus than in the ampulla (2583 vs. 192 DEGs, Fig. 5). Furthermore, in both regions, the lowest number of DEGs was identified in lactating cows compared with heifers and non-lactating cows (i.e. the highest number of DEG was identified by comparing heifers with non-lactating cows).

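In the ampulla, 0 of 13626 genes were DEGs between sides in heifers and 0 of 13938 in lactating cows, with smallest adjusted p-values of 0.305 and 0.378 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1253 and 594 genes, against 681.3 and 696.9 by chance. DESeq2's Wald test gave 61 and 7 DEGs, and with the animal as a block lactating cows had 26 and heifers 0. With the exchanged animal numbers put right, chosen after seeing the data, the block gave 165 in lactating cows, and with the mismatched libraries of heifer B and non-lactating cow B exchanged, also chosen after, it gave 0 in heifers (1404 genes at an unadjusted p under 0.05) and 199 in non-lactating cows. That exchange gave heifers 0 DEGs without the block (1324 genes at an unadjusted p under 0.05) and 92 with DESeq2's Wald test. Leaving out heifer E gave 1 DEG in heifers, and the other exclusions gave 0 in both groups. In the isthmus of lactating cows, 26 of 13904 genes were DEGs. With 1 cow left out the number was 11 without cow A, 0 without cow B, 4 without cow C and 0 without cow D. It was 321 with DESeq2's Wald test and 323 with the animal as a block. The difference in side effect between the metabolic groups was tested as an interaction of side and group. It gave 0 DEGs among 15270 genes in the ampulla and 0 among 15031 in the isthmus, with 176 and 308 genes at an unadjusted p under 0.05, fewer than the 763.5 and 751.6 expected by chance. This fit has no term for the animal. The block for the animal gave 1 call in the isthmus. Where the side effect of 200 simulated genes was absent in lactating cows only, the test without a block found 58 of the 198 it could test (29.3%). Their side effect elsewhere was a log2 fold change of 1, against a median of 0.66 among DEGs of the heifer isthmus. The simulation also drew the 2 sides of an animal independently, so the share in the data may be lower.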

**Fig. 5:**
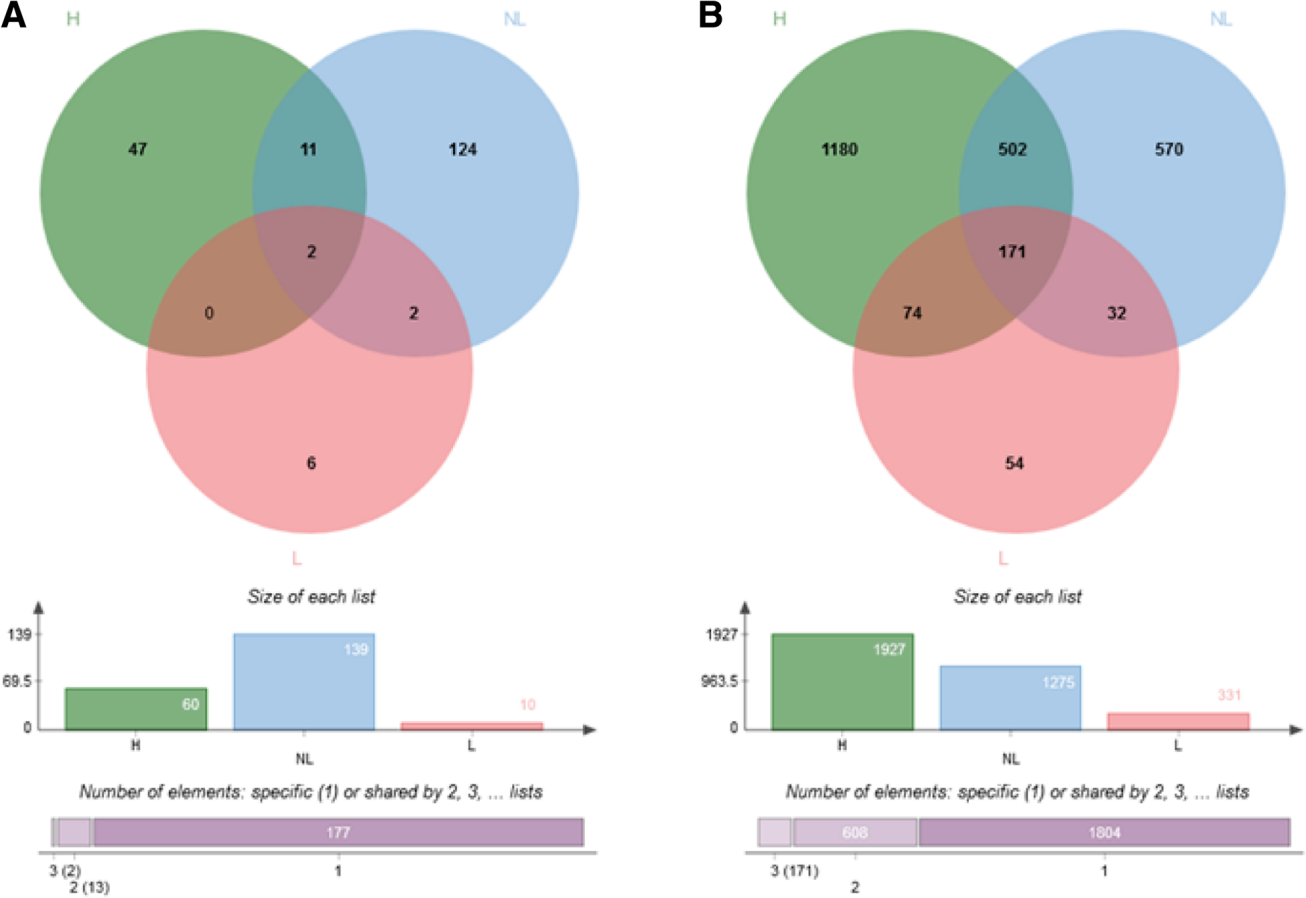
Venn diagrams of differentially expressed genes (DEGs) identified between ipsilateral and contralateral ampullas (left diagram, **a**) and isthmus (right diagram, **b**) in heifers (H), post-partum lactating (L) and non-lactating (NL) cows on Day 3 of the estrous cycle. The histograms below show the total number of DEGs in each group

#### In the ampulla

Overall, 192 DEGs were identified between the ipsilateral and contralateral ampullas, most of which were in the non-lactating group (139 DEGs of which 124 were specific to this group; see Additional file 2: Table S2 for all DEGs between the ipsilateral and contralateral ampullas). Furthermore, a low proportion (7.8%) of those DEGs was shared between metabolic groups (11 genes shared between heifers and non-lactating; two between non-lactating and lactating; none between lactating and heifers and two shared by the three groups; Fig. 5a). 

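In non-lactating cows, 13 of 13726 genes were DEGs between the ipsilateral and contralateral ampulla, with a smallest adjusted p of 0.0211 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There were 1523 at an unadjusted p under 0.05, where chance gives 686.3. The number was 0 without cow A, 1 without cow B, 0 without cow D and 1 without cow E. It was 0 without the contralateral library of cow C, and 35 without the ipsilateral library that carries the number of lactating cow B. The animal as a block gave 148 DEGs. When the exchanged animal numbers were put right, a setting chosen after seeing the data, the blocked fit gave 101. With the mismatched libraries of heifer B and non-lactating cow B exchanged as well, chosen in the same way, it gave 199, the fit without the block 5 and DESeq2's Wald test 81. All 13 were among the 129 genes that DESeq2's Wald test called.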

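All 13 DEGs of the non-lactating ampulla changed in the same direction in heifers and in lactating cows, with median log2 fold changes of 0.65 and 0.81, against 1.14 in non-lactating cows. An unadjusted p under 0.05 was reached by 10 of the 13 in heifers and by 10 in lactating cows. As neither of these groups had a DEG in the ampulla, 0 DEGs were shared. With DESeq2's Wald test, 13 genes were shared by heifers and non-lactating cows only, 1 by non-lactating and lactating cows only, 0 by heifers and lactating cows only, and 1 by all 3 groups, together 8.29% of its DEGs.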

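The 13 DEGs of the ampulla were all higher on the ipsilateral side, and 30.8% of them changed by less than 2-fold. The largest change was 9.20-fold. With DESeq2's Wald test, 110 genes were higher and 71 lower in the ipsilateral ampulla in at least 1 metabolic group, and 61.3% changed by less than 2-fold.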

Of the 192 DEGs identified, 73 were up- and 119 were down-regulated in the ipsilateral ampulla compared to the contralateral side, with relatively low fold changes (91% of the 192 DEGs with a fold change < 2). 

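Among the DEGs of the non-lactating ampulla with a gene symbol and no overlap between the sides, DUSP6 and PLA2G4F increased most. DUSP6 was at 23.8 ± 10.0 CPM (SD, n = 5) in the ipsilateral and 6.10 ± 2.34 CPM (SD, n = 5) in the contralateral ampulla, a log2 fold change of 1.99 (standard error 0.33, adjusted p = 0.0331 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PLA2G4F was at 23.1 ± 9.02 and 6.85 ± 2.34 CPM, a log2 fold change of 1.78 (standard error 0.32, adjusted p = 0.0432). With 1 library left out, each kept its call in 1 of 6 fits, with log2 fold changes of 1.75 to 2.11 and of 1.59 to 1.87. With the mismatched libraries exchanged these were 1.89 (adjusted p = 0.0644) and 1.55 (adjusted p = 0.111), a setting chosen after seeing the data. Both were higher on the ipsilateral side in all 4 animals whose number was found on both sides. The pair of cow B holds the mismatched ipsilateral library, so it may join different animals.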

The top 20 up- and down- DEGs in each metabolic group are presented in Fig. 6.

**Fig. 6:**
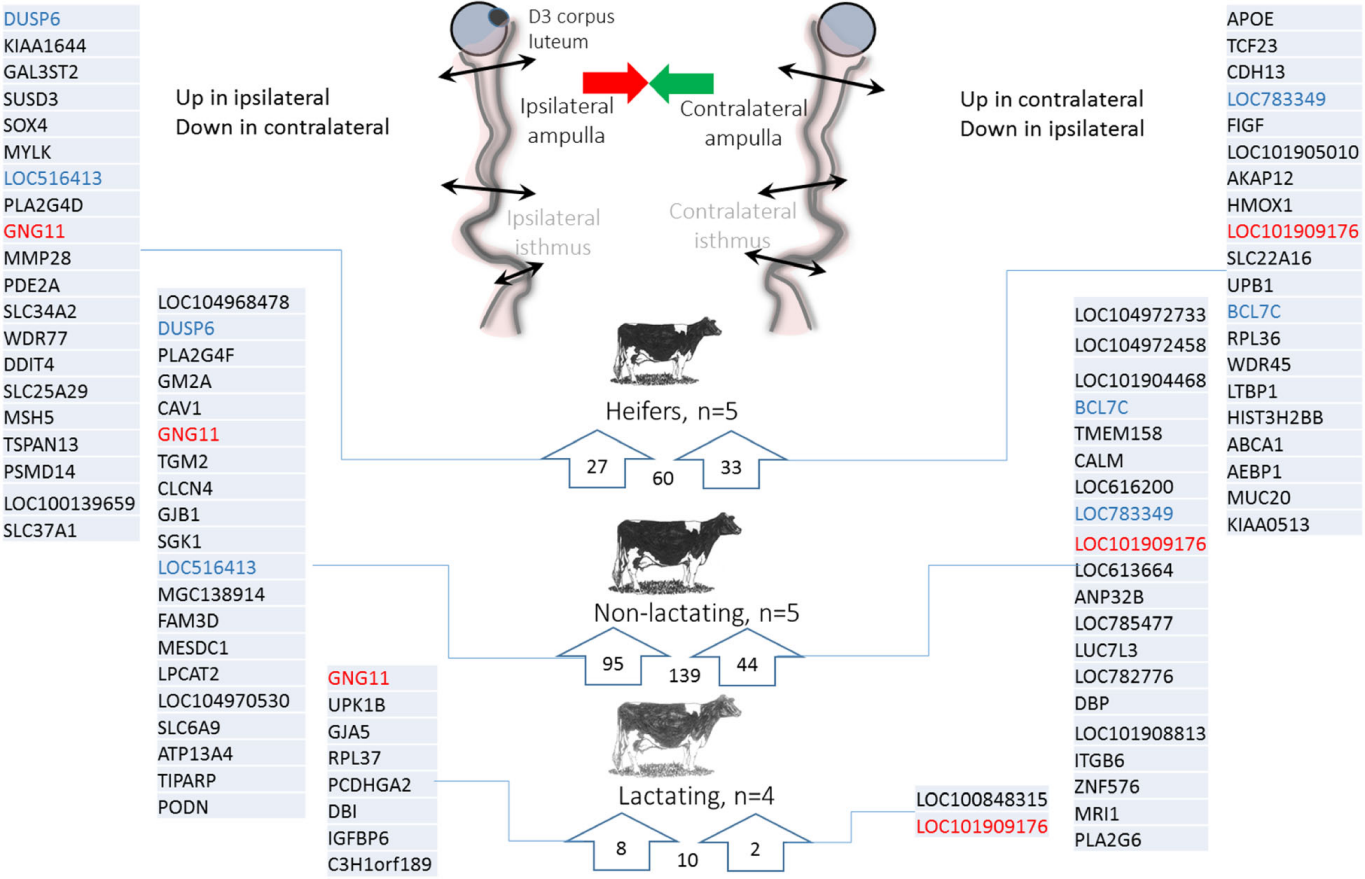
Total number and top-20 (according to fold change) differentially expressed genes (DEGs) identified between ipsilateral and contralateral ampullas in heifers, non-lactating and lactating cows on Day 3 of the estrous cycle. DEGs upregulated in the ampulla ipsilateral to the corpus luteum (CL) (or downregulated in the contralateral side) are listed on the left. DEGs upregulated in the ampulla contralateral to the CL (or downregulated in the ipsilateral side) are listed on the right. Genes in red and blur are shared by the three metabolic groups, and heifers and non-lactating cows, respectively

Given the low number of DEGs in the lactating group, GO analyses were performed only in the two other groups. Detailed lists of BP associated with up- and down-regulated genes in the ampulla are provided in Additional file 2: Table S2. 

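In the ampulla of non-lactating cows, ACAA2, ALDH3A2 and AOX1, which the paper's supplement lists under valine, leucine and isoleucine degradation, and ALDH18A1 and NOS2, listed with ALDH3A2 under arginine and proline metabolism, were all higher on the ipsilateral side in each of the 4 animals whose number was found on both sides. Their log2 fold changes were 0.60 for ACAA2, 0.47 for ALDH3A2, 0.66 for AOX1, 0.68 for ALDH18A1 and 1.43 for NOS2, with adjusted p-values from 0.106 to 0.203 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 4 pairs, that of cow B holds the mismatched ipsilateral library, so it may join different animals. With the animal numbers as named taken as a block, NOS2 alone passed the threshold (adjusted p = 0.0083, range over its alternatives set beforehand 0.0083 to 0.291). With the mismatched libraries exchanged and the exchanged numbers put right, chosen after seeing the data, the block called ACAA2. All but ACAA2 were called by DESeq2's Wald test.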

In the non-lactating group, four KEGG pathways such as ‘Arginine and proline metabolism’ or ‘Valine, leucine and isoleucine degradation’ involving up-regulated genes in the ipsilateral ampulla were identified. 

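Of the genes that the paper's supplement lists under the steroid and cholesterol processes of the non-lactating ampulla, TIPARP was a DEG. It was at 174.8 ± 45.5 CPM (SD, n = 5) in the ipsilateral and 86.7 ± 11.1 CPM (SD, n = 5) in the contralateral ampulla, a log2 fold change of 1.01 (standard error 0.17, adjusted p = 0.0319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 8 of 9 alternatives set beforehand and in 1 of the 6 fits without 1 library, and its log2 fold change was 0.74 (adjusted p = 0.138) with the mismatched libraries exchanged, chosen after seeing the data. CYP51A1, EPHX2, MSMO1, NPC2 and CAV1 were higher by 0.94, 0.56, 0.76, 0.92 and 1.81 on the log2 scale, with adjusted p-values from 0.0927 to 0.202. With the animal as a block MSMO1, NPC2 and CAV1 passed the threshold, with adjusted p-values of 0.0162, 0.0083 and 0.00712. Over their alternatives set beforehand these ranged from 0.0162 to 0.211 in MSMO1, from 0.0083 to 0.424 in NPC2 and from 0.000238 to 0.161 in CAV1. Leaving out 1 library gave a call of NPC2 in 1 of 6 fits and of CAV1 in 1 of 6.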

Among BP identified, ‘steroid metabolic process’ and ‘cholesterol homeostasis’ were associated to up -regulated genes in ipsilateral ampulla. In the ampulla from heifers, only the ‘Cholesterol metabolism’ KEGG pathway was identified, associated with *ABCA1* and *APOE* which were down-regulated in the ipsilateral side.

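In the ampulla of heifers, ABCA1 was at 38.2 ± 2.79 CPM (SD, n = 5) on the ipsilateral and 72.6 ± 23.8 CPM (SD, n = 5) on the contralateral side, a log2 fold change of -0.92 (standard error 0.20, adjusted p = 0.305 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). APOE was at 17.5 ± 4.54 and 59.3 ± 35.9 CPM, a log2 fold change of -1.75 (standard error 0.35, adjusted p = 0.305). Both were lower on the ipsilateral side in 5 of 5 heifers, without overlap of the sides. The pair of heifer B holds the mismatched ipsilateral library, which had the lowest ipsilateral level of both genes, so it may join different animals. Both were called by DESeq2's Wald test, with adjusted p-values of 0.0162 for ABCA1 (range over its alternatives set beforehand 0.0162 to 0.416) and 0.00458 for APOE (0.00414 to 0.379).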

#### In the isthmus

A total of 2583 DEGs were identified when comparing the ipsilateral and contralateral isthmus, with a low to moderate overlap between groups of animals (502 DEGs shared between heifers and non-lactating cows; 74 between heifers and lactating cows; 32 between non-lactating and lactating cows; 171 shared by the three groups; see Fig. 5b and Additional file 3: Table S3). 

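Of the genes that were DEGs between sides in the isthmus of at least 1 metabolic group, 344 were shared by heifers and non-lactating cows only, 1 by heifers and lactating cows only, 2 by non-lactating and lactating cows only and 21 by all 3 groups, together 21.6%. DEGs of a single group numbered 995 in heifers, 342 in non-lactating cows and 2 in lactating cows (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2's Wald test the shared numbers were 497, 77, 25 and 167, together 30.0%. Of the DEGs of heifers, 1329 of the 1354 tested in non-lactating cows (98.2%) and 1327 of the 1356 tested in lactating cows (97.9%) had the same direction there, with median log2 fold changes of 0.47 and 0.41 in that direction, against 0.66 in heifers. Of the DEGs of non-lactating cows, 700 of 703 had the same direction in heifers and 691 of 703 in lactating cows. All 26 DEGs of lactating cows had it in both other groups.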

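Between the ipsilateral and contralateral isthmus, 1361 of 13548 genes were DEGs in heifers and 709 of 13869 in non-lactating cows, with smallest adjusted p-values of 0.00131 and 0.00113 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 heifer gave 423 DEGs without heifer A, 525 without B, 829 without C, 1334 without D and 179 without E. Leaving out 1 non-lactating cow gave 235 DEGs without cow A, 311 without B, 235 without C, 272 without D and 598 without E. DESeq2's Wald test gave 1914 DEGs in heifers, with 1359 of the 1361 among them, and 1252 in non-lactating cows, with all 709 among them.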

The heifers group was the most affected by the proximity of the CL (1927 DEGs), followed by the post-partum non-lactating (1275) and lactating (331) groups. 

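Over the 3 metabolic groups, 978 genes were higher and 729 lower in the ipsilateral isthmus, and 0 were called in opposite directions in different groups. Of these DEGs, 72.5% changed by less than 2-fold. The largest fold changes, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were 68 for genes that were higher and 9.55 for genes that were lower in the ipsilateral isthmus. With DESeq2's Wald test with its beta prior, which shrinks the fold changes of genes with few counts, the largest were 6.03 and 3.90.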

Overall, 1162 genes were up-regulated and 1421 down-regulated in the ipsilateral isthmus, with a higher degree of differential expression than in the ampulla (max fold changes of 3.9 for up-regulated genes and 6.1 for down-regulated genes; see top-20 up and down DEGs for the isthmus in Fig. 7 and Additional file 3: Table S3).

**Fig. 7:**
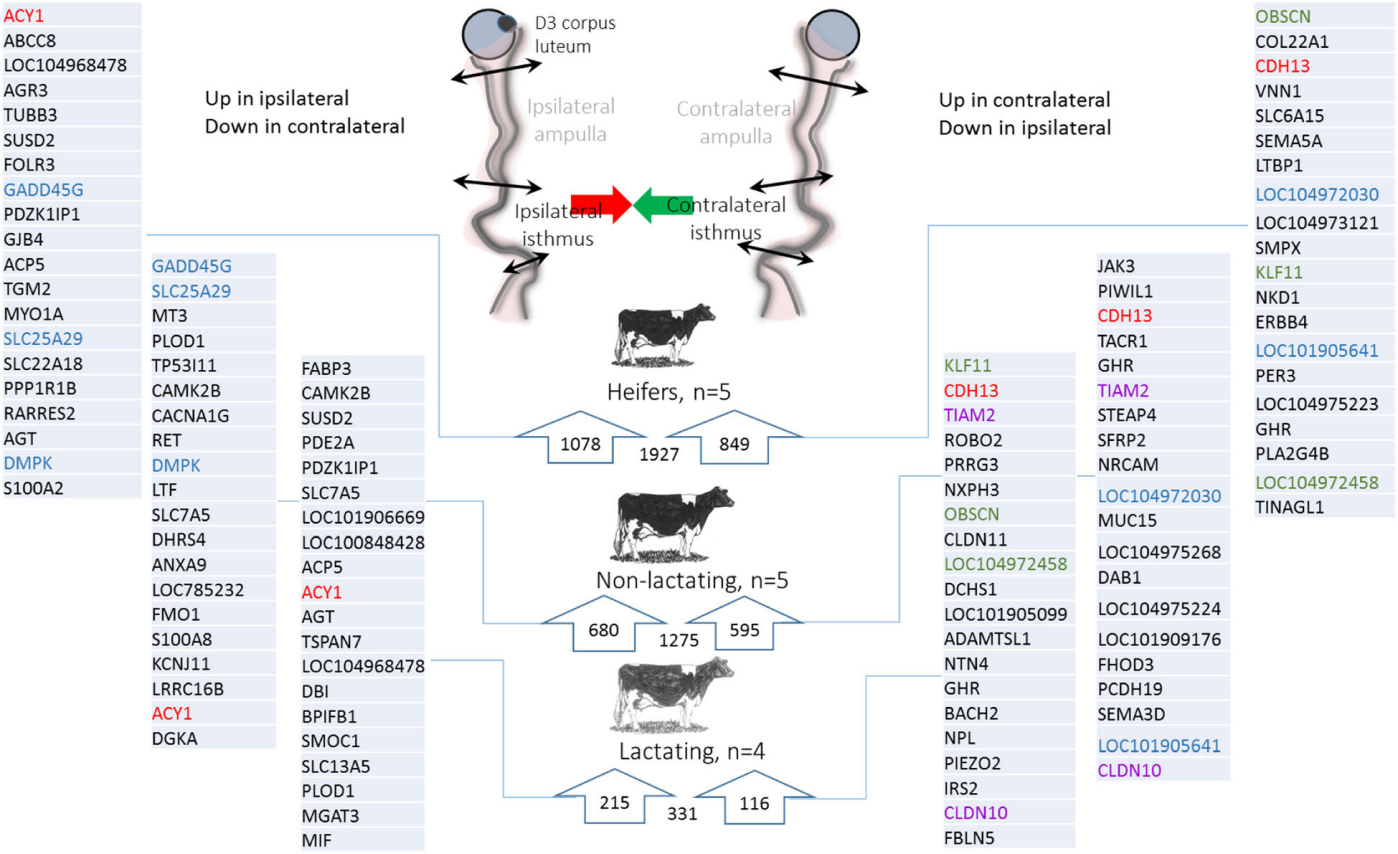
Total number and top-20 (according to fold changes) differentially expressed genes (DEGs) identified between ipsilateral and contralateral isthmus in heifers, non-lactating and lactating cows on Day 3 of the estrous cycle. DEGs upregulated in the isthmus ipsilateral to the corpus luteum CL (or downregulated in the contralateral side) are listed on the left. DEGs upregulated in the isthmus contralateral to the CL (or downregulated in the ipsilateral side) are listed on the right. Genes in red, blue, green and purple are shared by the three metabolic groups, heifers and non-lactating cows, heifers and lactating cows, and non-lactating and lactating cows, respectively

A high number of BP and KEGG pathways were identified for each metabolic group. Most of these GO terms included genes specifically up-regulated in the ipsilateral isthmus (Additional file 3: Table S3). 

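In heifers 773 DEGs were higher and 588 lower in the ipsilateral isthmus. The numbers were 408 and 301 in non-lactating cows and 20 and 6 in lactating cows (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increase among genes with a symbol and no overlap between sides was that of GADD45G, at 12.2 ± 10.3 CPM (SD, n = 5) in the ipsilateral and 0.756 ± 0.961 CPM (SD, n = 5) in the contralateral isthmus of heifers, a log2 fold change of 3.84 (standard error 0.74, adjusted p = 0.00995). In non-lactating cows GADD45G was at 23.9 ± 15.2 and 1.05 ± 0.622 CPM, a log2 fold change of 4.6 (standard error 0.62, adjusted p = 0.00255). SUSD2 came next in heifers, with a log2 fold change of 2.70 (adjusted p = 0.0056). CDH13 decreased most in heifers, with a log2 fold change of -2.74 (adjusted p = 0.00757), and GRIN2A and PIWIL1 decreased most in non-lactating cows, with -3.05 and -2.89 (adjusted p = 0.0064 and 0.00213). With 1 animal left out GADD45G and CDH13 lost their call in heifers in 1 of 5 fits each, and the other calls held. In lactating cows KLF11 and ROBO2 decreased most, with log2 fold changes of -1.72 and -1.56 (adjusted p = 0.0297 and 0.0473), and neither call held when any 1 cow was left out.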

Lastly, when considering the 171 DEGs shared between the three metabolic groups (of which 115 were up-regulated in the ipsilateral and 56 up-regulated in the contralateral isthmus), six KEGG pathways were identified, including ‘Amino sugar and nucleotide sugar metabolism’, ‘PPAR signalling pathway’, ‘HIF-1 signaling pathway’, ‘Arginine and proline metabolism’, ‘Glutathione metabolism’ and ‘Glycolysis/gluconeogenesis’ (Fig. 8 and Additional file 3: Table S3).

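Fig. 8 draws 35 genes of these pathways, 29 higher and 6 lower in the ipsilateral isthmus. In each metabolic group all 35 changed in the drawn direction, with median log2 fold changes of 1.09 in heifers, 0.94 in non-lactating cows and 0.93 in lactating cows for the 29 and of -1.24, -1.20 and -1.07 for the 6. Over all genes tested, 33 were DEGs in heifers, 27 in non-lactating cows and 5 in lactating cows. These numbers were 34, 31 and 29 with the animal as a block and 35, 35 and 33 with DESeq2's Wald test. Adjusted over the list alone all 35 were in each group, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The study chose them on these libraries, so the last number is not independent evidence. Of the 21 genes called in all 3 groups, 17 were higher and 4 lower on the ipsilateral side. FABP3 and CAMK2B had the largest mean increase, with log2 fold changes of 4.19 and 3.28 in lactating cows (adjusted p = 0.0104 for each). KLF11 and ERBB4 had the largest mean decrease, and ERBB4 changed by -1.56 in heifers, -0.72 in non-lactating cows and -0.91 in lactating cows (adjusted p = 0.00131, 0.0148 and 0.0149). In lactating cows FABP3 kept its call in 2 and CAMK2B in 1 of the 4 fits without 1 cow, and ERBB4 in 0. A list of glycolysis genes had a median log2 fold change of 0.53 in heifers (13 of 14 genes higher), 0.56 in non-lactating cows (13 of 15) and 0.28 in lactating cows (13 of 15), with adjusted p-values of 3.43e-06, 0.000131 and 2.92e-05 from camera and 0.0423 in each group from fry. It holds 5 genes that the study names.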

**Fig. 8:**
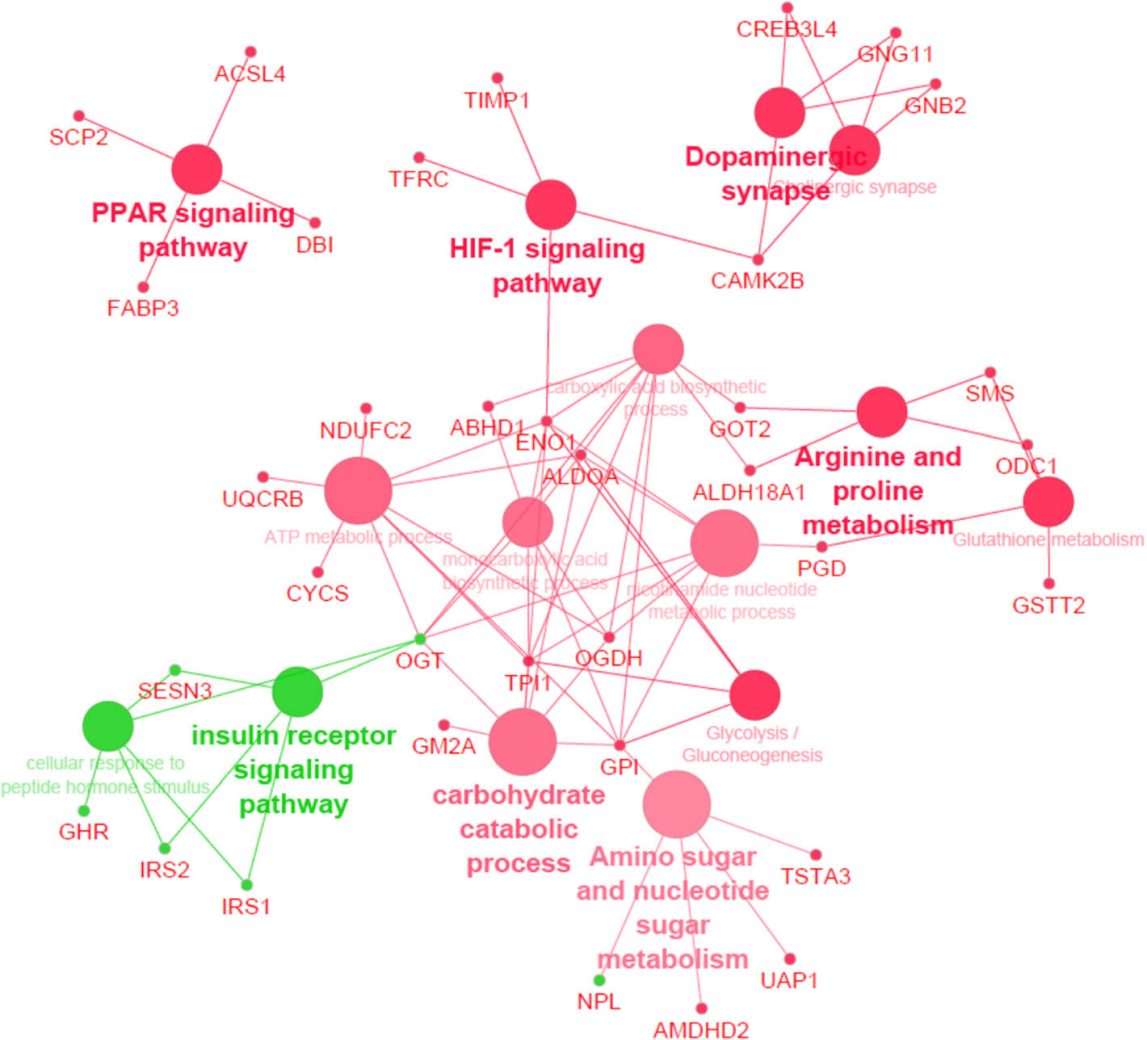
Schematic representation of Biological Process and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways/compounds associated with DEGs shared by heifers, post-partum non-lactating and lactating cows when comparing ipsilateral and contralateral isthmus at Day 3 of the estrous cycle (Cytoscape ClueGO analysis). Networks including genes up-regulated in ipsilateral isthmus are in red while networks including genes up-regulated in contralateral isthmus (or down-regulated in ipsilateral isthmus) are represented in green

## Discussion

By comparing post-partum non-lactating and lactating Holstein cows, this study addressed the effect of lactation on gene expression in the oviduct. The main findings were that on Day 3 of the estrous cycle when, in pregnant animals the embryo would be at the 8-cell stage and undergoing embryonic genome activation, 1) gene expression in the oviduct was more affected by the location relative to the CL than by lactation, irrespective of the oviduct region; 2) the isthmus, where the embryo would be located at this stage in pregnant animals, was more affected by the metabolic status of the cow and the location relative to the CL than the ampulla; 3) a higher number of DEGs according to the proximity of the CL were identified in heifers and non-lactating cows than in lactating cows, suggesting an interaction between lactation and the regulatory role of the proximal CL on gene expression in oviduct epithelium.

### Effect of metabolism on oviduct epithelial gene expression

Results from recent studies in which bovine embryos were transferred into the oviduct of animals of different metabolic status indicate that the oviductal environment is compromised by lactation [10, 11]. In the present study, the direct comparison between oviduct epithelial cells from post-partum lactating and non-lactating cows on Day 3 of the estrous cycle identified only 15 DEGs in the isthmus and none in the ampulla. This may be related to the variability in gene expression profiles observed within groups. Nonetheless, the results suggest that lactation does not dramatically affect the transcriptome of the oviduct at this stage. Similarly, RNA-sequencing performed on the endometrium from lactating and non-lactating cows on Day 19 of pregnancy failed to demonstrate a major effect of lactation on uterine gene expression; the number of DEGs identified between lactating and non-lactating cows was much lower than that identified between heifers and both groups of cows [13]. However, we cannot exclude a modification by lactation of the composition of the oviductal fluid, in which the early embryo develops. 

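The variability within each group was measured as the biological coefficient of variation that edgeR estimates from the replicates, with 5 heifers, 5 non-lactating cows and 4 lactating cows per tissue. In the ipsilateral ampulla it was 0.203 in heifers, 0.211 in non-lactating cows and 0.250 in lactating cows. In the ipsilateral isthmus it was 0.201, 0.229 and 0.246. On the contralateral side it was 0.297, 0.261 and 0.298 in the ampulla and 0.198, 0.207 and 0.230 in the isthmus. These values were not tested against each other.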

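Between lactating and non-lactating cows, several of the gene lists tested moved as a set in the ipsilateral isthmus under camera, which assumes a preset correlation between genes. Genes of the interferon response were higher in lactating cows in 18 of 18 (median log2 fold change 0.57, camera adjusted p = 0.00642), macrophage genes in 10 of 10 (0.91, 0.000457) and major histocompatibility class II genes in 8 of 8 (1.65, 0.00807). Genes of ciliated cells were lower in lactating cows in 20 of 20 (median -0.18, camera adjusted p = 0.00153). Under fry, which estimates the correlation, these lists had adjusted p-values of 0.79, 0.552, 0.656 and 0.55. From the low number of DEGs, the paper proposes that lactation has no dramatic effect on the oviduct transcriptome at this stage.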

Several amino acids were reported to be differentially abundant in the uterine luminal fluid ipsilateral to the CL recovered from heifers compared with lactating and non-lactating cows on Day 19 of pregnancy [17]. Oviductal fluid is a complex and dynamic fluid resulting from the ultrafiltration of the circulating blood, de novo synthesis from oviduct epithelial cells and potential input from the preovulatory follicle. The negative energy balance associated with lactation in the post-partum period is well established in dairy cattle [2]. Up to 60 days post-partum, at which time the oviducts were collected in the current study, important modifications in plasma and intra-follicular concentrations of numerous metabolites and hormones, that could contribute to the alteration of the oviductal environment, were reported between non-lactating and lactating cows [11, 14, 18].

Investigation of the effect of metabolism on the oviduct transcriptome allowed to the identification of DEGs and associated signalling pathways in the ipsilateral oviduct. Overall, the enrichment of GO functions observed in comparisons between metabolic groups may underline some interesting differences in tissue physiology. Genes such as *FAT4 (*FAT atypical cadherin 4), *SPP1* (osteopontin), *PGM5* (phosphoglucomutase 5), *STEAP4* (STEAP4 metalloreductase), *MYLK3* (myosin light chain kinase 3) and *TGFA* (transforming growth factor alpha) that were regulated in the isthmus of lactating cows compared to non-lactating counterparts could represent interesting candidates. 

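In the ipsilateral isthmus of lactating cows, PGM5 was at 6.93 ± 1.10 CPM (SD, n = 4) against 17.2 ± 4.96 CPM (SD, n = 5) in non-lactating cows, a log2 fold change of -1.32 (standard error 0.25, adjusted p = 0.698 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). STEAP4 was at 103 ± 38.0 against 34.3 ± 10.3 CPM, a log2 fold change of 1.59 (standard error 0.27, adjusted p = 0.48). MYLK3 was at 85.1 ± 15.4 against 52.8 ± 6.15 CPM, a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.747), and lactating cow C lay apart from the other lactating cows. TGFA was at 35.1 ± 6.06 against 62.9 ± 7.92 CPM, a log2 fold change of -0.84 (standard error 0.15, adjusted p = 0.48). DESeq2's Wald test called these genes, with adjusted p-values of 0.00477 for PGM5 (range over its alternatives set beforehand 0.00477 to 0.756), 0.000189 for STEAP4 (0.000189 to 0.587), 0.046 for MYLK3 (0.046 to 0.832) and 0.00295 for TGFA (0.00295 to 0.587).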

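SPP1 was at 10.9 ± 10.9 CPM (SD, n = 4) in the ipsilateral isthmus of lactating cows and at 0.747 ± 0.112 CPM (SD, n = 5) in non-lactating cows, without overlap of the groups. The filter on low counts removed it from edgeR's quasi-likelihood test. With DESeq2's Wald test its log2 fold change was 3.87 and its Benjamini-Hochberg adjusted p 0.00192, and over the 5 alternatives set beforehand that kept the gene the adjusted p ranged from 0.00192 to 0.684.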

The up-regulation of *SPP1* in the isthmus of lactating cows was, however, unexpected. Indeed, the addition of *SPP1*-derived protein, osteopontin, to culture medium was shown to improve in vitro fertilization and embryo development in the porcine and bovine species [19, 20].

When comparing heifers with lactating cows, the expression of genes involved in the metabolism of pyruvate and glucose, two metabolites essential for embryo development, was also affected in the ipsilateral isthmus. 

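In the ipsilateral isthmus, PDK4 was at 195 ± 53.2 CPM (SD, n = 4) in lactating cows and 91.0 ± 16.8 CPM (SD, n = 5) in heifers, a log2 fold change of 1.10 (standard error 0.19). PRKAG3 was at 33.9 ± 3.02 and 21.9 ± 3.16 CPM, a log2 fold change of 0.63 (standard error 0.14). HK1 was at 59.2 ± 2.68 CPM in lactating cows and 83.9 ± 7.75 CPM in heifers, a log2 fold change of -0.50 (standard error 0.10). OGDH was at 144.5 ± 20.0 and 230.4 ± 41.4 CPM (log2 fold change -0.67, standard error 0.15), and ME3 at 1.59 ± 0.849 and 5.57 ± 0.971 CPM (log2 fold change -1.81, standard error 0.41). With each animal left out in turn the log2 fold changes stayed from 0.92 to 1.21 for PDK4, from 0.56 to 0.69 for PRKAG3, from -0.54 to -0.46 for HK1, from -0.76 to -0.58 for OGDH and from -2.09 to -1.49 for ME3. Over their alternatives set beforehand the adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of DESeq2's Wald test ranged from 0.00018 to 0.354.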

*PDK4* and *PRKAG3* were found up-regulated in lactating cows whereas *HK1*, *OGDH* and *ME3* were found up-regulated in heifers. This may reflect some possible consequences of the negative energy balance associated with lactation on oviduct metabolism. *PDK4* (pyruvate dehydrogenase kinase 4) plays a key role in the pyruvate dehydrogenase complex by switching from glucose to fatty acid degradation. *HK1* (hexokinase 1) phosphorylates glucose to produce glucose-6-phosphate, the first step in most glucose metabolism pathways. *OGDH* (oxoglutarate dehydrogenase) encodes a subunit that catalyzes the oxidative decarboxylation of alpha-ketoglutarate to succinyl-CoA. *ME3* (NADP-dependent malic enzyme, mitochondrial) plays a pivotal role in allowing malate oxidative decarboxylation to pyruvate. Taken together, these data suggest different orientation in oviduct tissue metabolism according to the metabolic status of the animal itself. Differences in pyruvate metabolism pathway in oviductal cells may in turn affect concentrations of metabolites in the oviductal fluid. This is of particular interest for the early embryo which switches from an oxidative metabolism (using pyruvate and lactate as the main sources of energy) to a glycolytic metabolism during its travel through the oviduct [21].

Numerous genes involved in cholesterol metabolism and steroid biosynthesis were also identified as differentially expressed between heifers and lactating cows in the ipsilateral isthmus, as well as in the ipsilateral ampulla. 

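The mean log2 CPM of the 23 listed genes of cholesterol biosynthesis was taken as a score per library. The score was 5.65 ± 0.17 (SD, n = 4) in lactating cows and 6.14 ± 0.15 (SD, n = 5) in heifers in the ipsilateral isthmus. The difference of -0.49 had p = 0.00794 in an exact two-sided permutation test, the smallest p that 4 animals against 5 allow, and an adjusted p of 0.143 over the family of score comparisons. In the ipsilateral ampulla the difference was -0.32 (exact permutation p = 0.0397, adjusted p = 0.238), and -0.31 (exact permutation p = 0.0476) with the mismatched libraries of heifer B and non-lactating cow B exchanged, chosen after seeing the data. On the contralateral side it was -0.38 in the isthmus (exact permutation p = 0.0318, adjusted p = 0.238) and -0.25 in the ampulla (exact permutation p = 0.0556, adjusted p = 0.25). In the ampulla list test, 22 of the 23 genes were lower in lactating cows than in heifers (median log2 fold change -0.33, adjusted p = 1.38e-06 from camera and 0.219 from fry).

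**Figure D1:**
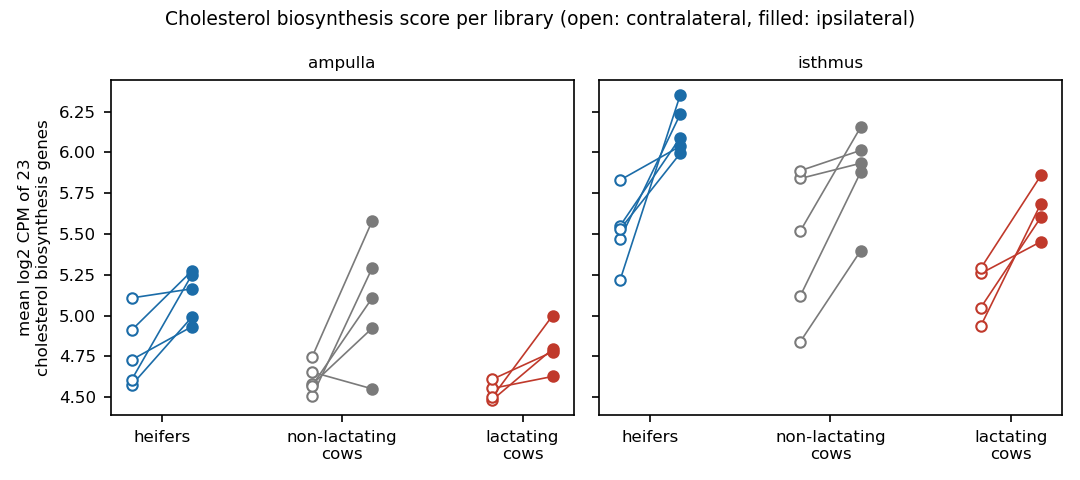
Mean log2 CPM of 23 genes of cholesterol biosynthesis per library in the ampulla and the isthmus of heifers, non-lactating and lactating cows, with a line joining the contralateral (open) and ipsilateral (filled) library of each animal, the exchanged animal numbers put right. The ipsilateral isthmus averages 5.65 in lactating cows and 6.14 in heifers. In the ampulla the mismatched libraries of heifer B and non-lactating cow B are joined as named.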

Recently, cholesterol biosynthesis was identified as a key pathway altered with modification of estrogen/progesterone environment in the bovine oviduct [22]. Taken together, these data suggest that heifers and lactating cows may either differ in their steroid secretion at the ovarian level or in steroid diffusion to oviduct. While ovarian steroids are well known to regulate numerous functions in the oviduct, few studies examined the ability of oviductal cells to synthesize steroid hormones. In equines, oviductal explants were able to produce high amounts of progesterone in vitro and the expression of several steroidogenic enzymes were evidenced in oviductal cells, suggesting oviduct steroidogenic capacities [23, 24]. Further research is needed to examine if the bovine oviduct is able to metabolize cholesterol/steroids and whether this ability differs between heifers and lactating cows.

Gene expression analysis in the ipsilateral isthmus from heifers compared to non-lactating cows allowed the identification of a different set of DEGs and associated BP. 

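In the ipsilateral isthmus, C3 was at 634 ± 583 CPM (SD, n = 5) in non-lactating cows and 77.8 ± 41.6 CPM (SD, n = 5) in heifers, a log2 fold change of 3.02 (standard error 0.66, adjusted p = 0.134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and heifer A lay far below the other heifers. C1S was at 7.05 ± 5.86 and 1.30 ± 0.585 CPM, a log2 fold change of 2.40 (standard error 0.53, adjusted p = 0.136). SERPING1 was at 13.9 ± 13.8 and 3.39 ± 2.11 CPM, a log2 fold change of 2.01 (standard error 0.59, adjusted p = 0.212). These genes were called by DESeq2's Wald test, with adjusted p-values of 0.0102 for C3 (range over its alternatives set beforehand 0.0102 to 0.218), 0.00381 for C1S (0.00381 to 0.306) and 0.029 for SERPING1 (0.029 to 0.422). CXCL10, at 5.52 ± 5.51 and 0.485 ± 0.311 CPM, was removed by the filter on low counts, and with DESeq2's Wald test its log2 fold change was 3.52 (adjusted p = 0.00395, 0.00395 to 0.326 over the alternatives set beforehand that kept it). BPIFA1 was at 1.92 ± 1.18 CPM in non-lactating cows and 4.92 ± 1.03 CPM in heifers, a log2 fold change of -1.36 (standard error 0.37, adjusted p = 0.198), and 0 of 7 alternatives set beforehand called it (0.0527 to 0.305). The likelihood ratio test of edgeR, chosen after seeing the data, did (0.0331).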

Interestingly, BP such as ‘humoral immune response’ (including *BPIFA1*, *C1S*, *C3*, *CXCL10* and *SERPING1* genes) and ‘complement activation’ (*C1S*, *C3* and *SERPING1*) were found up-regulated in the isthmus of non-lactating cows, suggesting potential differences in the modulation of the maternal immune system between the two groups. In the mouse and human, complement C3 has been shown to be expressed in the oviduct epithelium [25, 26]. During early pregnancy, the oviduct and the early embryo collaborate to convert C3 into its derivative iC3b, which has an embryotrophic effect [26, 27]. The expression of *C1S* and *SERPING1* has been documented in the endometrium of Day 18 pregnant cows and the simultaneous upregulation of *SERPING1*, encoding a protein known as C1 inhibitor, has been proposed as a mechanism to modulate the maternal immune system and protect the embryo from the complement [28]. Whether these differences in gene expression could be involved in differences in embryo survival between heifers and cows previously observed by others [10, 11] remains to be determined.

### Effect of the location relative to the CL on oviduct gene expression

Differences in gene expression were identified between epithelial cells derived from ipsilateral and contralateral oviducts in heifers, lactating and non-lactating cows. These differences may reflect effects of the developing CL on the proximal oviduct. Ipsilateral and contraletaral oviducts were reported to differ in their number of mucosal folds [29], hormonal content [7, 15], protein content [6] and gene expression [16, 29] in the post-ovulatory period in cows. Similar to the latter studies, our experimental model cannot differentiate the potential effects of the presence of a non-fertilized oocyte and its surrounding cumulus cells on the ipsilateral oviduct. Indeed, the presence of gametes (spermatozoa) or developing embryos after multiple embryo transfer has been reported to modify the oviductal transcriptome in vivo [30, 31]. However, one of these studies [31] was in pigs, a litter-bearing species, while in the other, the presence of a single embryo and spermatozoa after artificial insemination did not have any effect on the oviduct transcriptome on Day 3 after estrus in heifers [30]. In our study, samples were collected 3 days after estrus, i.e. around 2 days after ovulation; based results from [30], it is unlikely that a single unfertilized oocyte would have detectable effects on the oviductal transcriptome.

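The DEGs between sides in at least 1 metabolic group, summed over ampulla and isthmus, numbered 1720 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.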

A total number of 2775 DEGs were detected between ipsilateral and contralateral oviducts, irrespective of the oviduct segment and metabolic group. This effect of the side of ovulation on oviductal gene expression is in agreement with a previous transcriptomic study comparing ipsilateral and contralateral epithelial cells at Day 3.5 post-estrus in heifers [16]. 

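By the same count over groups, 57.3% of the DEGs of the isthmus were higher on the ipsilateral side, and in the ampulla 100% were, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The shares were 54.8% and 60.8% with DESeq2's Wald test.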

Although in limited numbers, the majority of DEGs identified in the latter by suppressive subtractive hybridization (27/35) were up-regulated in the ipsilateral oviduct [16], while in the present study, numbers of up- and down-regulated DEGs in both regions of the oviduct were similar (73 up- and 119 down-regulated in the ampulla and 1162 up- and 1421 down-regulated in the isthmus).

Irrespective of the metabolic group, many more DEGs were identified according to the side of ovulation in the isthmus than in the ampulla (2583 and 192, respectively). This is in contrast to a previous study by Maillo et al. (2016), in which the proximity of the CL did not have any effect on the transcriptome of the isthmus at Day 3 post-estrus in both cyclic and pregnant heifers. 

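Whether the side effect differed between ampulla and isthmus was tested in each metabolic group as an interaction of side and region, on all libraries of the group. It was past the threshold in 9 of 14556 genes in heifers, 12 of 14787 in non-lactating cows and 0 of 14945 in lactating cows, with smallest adjusted p-values of 0.0325, 0.0127 and 0.0508 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 2123, 1333 and 531 genes, where chance gives 727.8, 739.4 and 747.2. A block for the animal gave 44, 17 and 0. With the mismatched ampulla libraries of heifer B and non-lactating cow B exchanged, chosen after seeing the data, the numbers were 16 in heifers and 16 in non-lactating cows. In heifers the number was 0 without heifer A, B or D, 7 without C and 1 without E. In non-lactating cows it was 0 without cow A, B or D, 1 without cow E, 3 without the libraries that carry cow C's number and 3 without the ipsilateral ampulla library that carries lactating cow B's number. The difference ranged from -2.98 to 1.45 on the log2 scale among the genes called in heifers, which included GLUD1 (1.45) and SEMA5A (-2.98), and from -1.73 to 3.70 among those called in non-lactating cows, which included GADD45G (3.70) and STEAP4 (-1.73). These genes were chosen after their values were seen.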

In that study, microarray hybridization was used and the oviducts were collected from crossbred beef heifers [32]. The differences in the technique and breed may explain such differences in the results.

Local countercurrent transfer of ovarian steroids from the ovary to the ipsilateral oviduct has been reported in many mammals including cattle [33]. In particular, in the immediate post-ovulation period in cattle, concentrations of progesterone in the oviductal fluid [7] as well as of prostaglandins E_2_ and F_2α_ in oviductal tissues [15] were reported to be significantly higher in the ipsilateral than in the contralateral side. Several recent studies in cattle have reported differences in oviductal gene expression related to variations in the sex steroid hormone environment or after treatment of oviduct epithelial cells with estradiol or progesterone [22, 29, 34–37]. Thus, differences in gene expression between ipsilateral and contralateral oviducts may reflect the asymmetry in endocrine signals produced by the ipsilateral ovary. However, the reason why the isthmus was more affected than the ampulla by the proximity of the ovary is not clear. Data on ovarian steroid concentrations in ampulla and isthmus taken separately are currently not available. Both regions of the oviduct receive blood from tubal and uterine branches of the arterial ovary [38] and it is likely that the dynamic flow of the oviductal fluid prevents contrasted differences between the two regions. Interestingly, the gene coding for the progesterone receptor (*PGR*) was down-regulated in the ipsilateral compared to the contralateral isthmus in both heifers and lactating cows whereas *PGR* was not regulated in the ampulla. It could be speculated that at least part of the transcriptomic differences related to the side of ovulation between ampulla and isthmus at Day 3 were due to differences in progesterone responsiveness.

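In the isthmus of heifers, PGR was at 43.6 ± 16.9 CPM (SD, n = 5) on the ipsilateral and 95.4 ± 49.1 CPM (SD, n = 5) on the contralateral side, a log2 fold change of -1.12 (standard error 0.31, adjusted p = 0.0378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower on the ipsilateral side in 5 of 5 heifers, and heifer A lay above the others on the contralateral side. The call held under 7 of 9 alternatives set beforehand (adjusted p 0.00364 to 0.0664) and in 1 of the 5 fits without 1 heifer, whose log2 fold changes were -1.46 to -0.66. In non-lactating cows PGR was at 39.0 ± 16.9 and 68.3 ± 7.40 CPM, a log2 fold change of -0.82 (standard error 0.28, adjusted p = 0.118), lower in 5 of 5 cows. With the animal as a block the adjusted p was 0.0401 (0.0401 to 0.14 over the alternatives set beforehand). In lactating cows it was at 38.5 ± 2.68 and 66.1 ± 14.2 CPM (n = 4), a log2 fold change of -0.78 (standard error 0.16, adjusted p = 0.101), lower in 4 of 4 cows. The adjusted p was 0.0385 with the animal as a block and 0.00363 with DESeq2's Wald test (0.00355 to 0.276 over the alternatives set beforehand). In the ampulla the log2 fold change was 0.08 in heifers (standard error 0.26, adjusted p = 0.95), -0.09 in non-lactating cows (0.29, 0.938) and -0.35 in lactating cows (0.25, 0.999), and 0 of 9 alternatives set beforehand called PGR in any group. For heifers it was -0.15 without heifer E, and for non-lactating cows 0.32 without cow A.

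**Figure D2:**
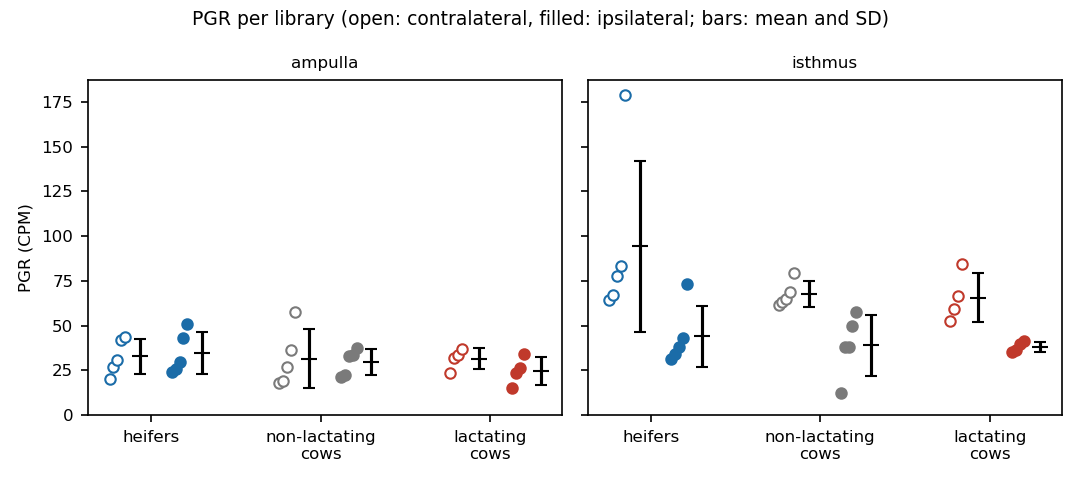
PGR in CPM per library in the ampulla and the isthmus of heifers, non-lactating and lactating cows, on the contralateral (open) and ipsilateral (filled) side, with the mean and SD beside each group. In the isthmus the ipsilateral means are 43.6, 39.0 and 38.5 CPM and the contralateral means 95.4, 68.3 and 66.1 CPM.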

The regulatory role of the proximity of the CL on the oviduct transcriptome varied according to the metabolic status of the cow. Indeed, irrespective of the oviduct region, the comparison between ipsilateral and contralateral oviducts revealed many more DEGs in both heifers and non-lactating cows than in lactating cows (1987 and 1414 vs. 341 DEGs, respectively), suggesting that lactation impaired or inhibited local regulatory signals emitted by the ipsilateral ovary. 

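The size of the side effect was compared per animal in the isthmus, without a threshold in the compared groups. For the genes called in 1 metabolic group, the ipsilateral minus contralateral log2 CPM, signed by the direction of the call, was averaged in each animal of the other groups. At the genes called in non-lactating cows it was 0.66 ± 0.09 (SD, n = 4) in lactating cows and 0.83 ± 0.29 (SD, n = 5) in heifers, a difference of -0.17 (exact two-sided permutation test, p = 0.27). At the genes called in heifers it was 0.51 ± 0.06 (SD, n = 4) in lactating and 0.62 ± 0.22 (SD, n = 5) in non-lactating cows, a difference of -0.10 (exact permutation p = 0.397). At the genes called in lactating cows it was 1.67 ± 0.60 (SD, n = 5) in heifers and 1.45 ± 0.25 (SD, n = 5) in non-lactating cows, a difference of 0.22 (exact permutation p = 0.46). Adjusted over the 3 comparisons each p was 0.46. The value was above 0 in every animal, and the smallest p the design allows is 0.00794. With the 200 genes of smallest p in lactating cows in place of the called ones, the last difference moved most, to 0.14.

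**Figure D3:**
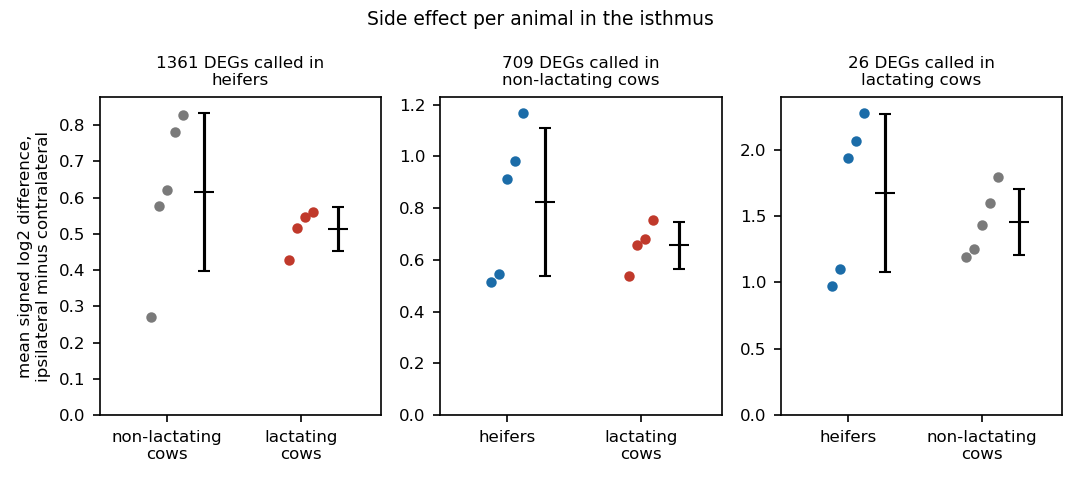
Mean ipsilateral minus contralateral log2 CPM per animal in the isthmus, signed by the direction of the call, at the DEGs of heifers (left), non-lactating cows (middle) and lactating cows (right), in the animals of the other groups (points) with the mean and SD. All animals lie above 0, and the groups of each panel overlap.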

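Summed over ampulla and isthmus, 722 genes were DEGs between sides in non-lactating cows. In heifers and lactating cows the sums are the numbers of the isthmus (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts were simulated at the group size, depth and spread of the 4 lactating isthmus libraries per side. With the side effects fitted in heifers, a mean of 376.5 genes (294 to 478 over 10 simulations) were called, with those fitted in non-lactating cows 358.5 (294 to 436) and with those fitted in lactating cows 63.2 (39 to 86). The effects came from DESeq2's Wald test with its beta prior, which shrinks them and can lower the simulated numbers. They also include estimation error and genes were drawn independently, which can raise these numbers. The degree of shrinkage was not compared between groups, so fewer calls with the effects of lactating cows do not alone show a weaker effect. At the effects and libraries of the same group the simulated numbers were 1321 in heifers, where 1361 were called, and 900.5 in non-lactating cows, where 709 were. The sides of an animal were also drawn independently. With the animal as a block and 4 animals per group, 323 genes were called in lactating cows, 638 to 2272 in heifers and 412 to 1209 in non-lactating cows over the animals left out, a comparison chosen after seeing the data. From the lower number of DEGs in lactating cows, the paper proposes that lactation impaired or inhibited local signals from the ipsilateral ovary.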

Previous studies using intra-oviductal transfer of embryos showed that less embryos developed to the blastocyst stage in lactating cows compared with heifers [10] and non-lactating cows [11], showing that lactation impaired the ability of the oviduct to support embryo development. Taken together, these results suggest that there may be a link between the ability of the oviduct, particularly the isthmus, to respond to local ovarian signals and the ability to sustain embryo development. How these metabolic changes may alter the local regulatory mechanisms of the ipsilateral oviduct remain however to be explored.

## Conclusions

The detrimental effect of lactation on early embryo survival reported in previous studies [10, 11] could not be explained by a major alteration in the oviduct gene expression at Day 3 of the estrous cycle. However, location relative to the CL had a strong impact on oviduct gene expression, in particular in the isthmus, at this stage. The regulatory role of the CL was stronger in heifers and non-lactating cows than in lactating cows, suggesting an impairment in the ability of the ipsilateral CL to regulate oviduct gene expression in lactating cows, likely associated with the altered metabolic status.

## Methods

This study was part of a larger project examining the influence of metabolic status on a variety of reproductive parameters.

### Animals

The animals used in this study were part of a larger cohort. In total, 40 pregnant primiparous Holstein cows and 11 nulliparous Holstein heifers of similar estimated breeding value (EBV) were enrolled. Immediately after calving, cows were either dried off (i.e., never milked, *n* = 20) or milked twice daily (n = 20), as previously described [11, 14]. Depending of the question addressed, some animals were used for collection of follicular tissue and oocytes [14] and some for collection of uterine tissue and conceptuses after embryo transfer [13, 17]. For the present study, a subset of non-inseminated (i.e., cyclic) females from each group were slaughtered for oviduct collection at Day 3 after synchronized estrus. At approximately 60 days post-partum (dpp), the estrous cycles of non-lactating (*n* = 5) and lactating cows (*n* = 4), and nulliparous heifers (n = 5) were synchronized by insertion of a controlled intra-vaginal drug releasing device (CIDR, Pfizer Animal Health, Sandwich, Kent, UK) containing 1.38 g of P4 for 8 days (Fig. 1). One day prior to CIDR removal, all animals received a 2-ml intramuscular (i.m.) injection of a prostaglandin F2 alpha analogue (PG: Estrumate, Intervet, Dublin, Ireland; equivalent to 0.5 mg Cloprostenol) to regress the endogenous CL. Thirty six hours after CIDR removal, each animal received a 2.5-ml i.m. injection of Receptal (Intervet, Dublin, Ireland: equivalent to 0.012 mg buserelin). On Day 3 following estrus, all animals (heifers and cows) were slaughtered at a commercial abattoir.

#### Sample processing

Reproductive tracts were stored on ice prior to sample collection and were processed on-site within 15 min of slaughter. Stage of cycle was confirmed by the presence of a fresh CL (corpus haemorrhagicum) on one ovary. Oviducts ipsilateral and contralateral to the side of CL were dissected between isthmus and ampulla regions. In each oviduct segment, epithelial cells were collected by gentle scraping, immediately snap frozen and stored at − 80 °C until processing.

#### Measurement of serum progesterone concentrations

Jugular blood samples were collected before slaughter and stored at 4 °C for 24 h, spun at 1500 g at 4 °C for 20 min and the serum supernatant decanted and stored at − 20 °C prior to analysis. Serum samples were analysed for P4 concentrations as previously described [39] using the Coat-A-Count solid phase radioimmunoassay Progesterone kit (Siemens Medical Solutions Diagnostics, Los Angeles, CA, USA) with an assay sensitivity of 0.03 ng/ml. The inter-assay coefficients of variation (% CV) were 10.1, 11.9 and 1.7% for the low, medium and high quality control samples and the low, medium and high intra-assay CVs were 13.4, 6.1 and 5.4%, respectively.

### Transcriptomic analysis

#### RNA-sequencing and data analysis

Oviduct epithelial cells recovered from the ampulla and isthmus ipsilateral and contralateral to the CL were lysed with Trizol™ according to the manufacturer’s instructions. After precipitation, RNA quality and quantity was confirmed using the Agilent Bioanalyser system and all RNA samples used for RNA sequencing had an RNA Integrity Number (RIN) of 7.9 or greater. Starting from total RNA, stranded RNA sequencing libraries were constructed with the Encore Complete RNA-Seq™ library system of NuGEN. This protocol requires a minimum of 100 ng of total RNA and enriches for non-rRNA during cDNA synthesis. All libraries were sequenced on an Illumina HiSeq 1500 generating between 28 and 67 million 100 bp single-end reads per library.

First the Illumina adapter sequences were removed from the 3′-end using a custom trimming script. Another tailored custom tool was used to trim poly-A tails from the 3′- and 5′-end of each read with a seed length of 6 nt. Reads with a length of below 25 nt after clipping were filtered out. Reads were mapped with Tophat2 (v.2.0.13) [40] to the bovine reference genome Btau_4.6.1 (BosTau7) with default settings based on the gene annotation (UCSC: bosTau7) from Illumina’s iGenomes Project. Transcript abundance was counted per gene using htseq-count (v.0.6.1) [41] with strand specificity (−s yes), intersection-strict mode (−m intersection-strict) and with the GFF attribute set to ‘gene’ (−i gene). The underlying gene annotation was the same as used for the mapping.

Differences in transcript abundance were identified with the Bioconductor package DESeq2 (v.1.6.3) [42]. The fitType was set to ‘parametric’. A false discovery rate (FDR) of 0.05 was used as threshold for significance of differential transcript abundance for the comparisons heifer vs. non-lactating and heifer vs. lactating cows.

Data were analyzed in two steps. Transcriptomic differences in the oviduct epithelium (isthmus and ampulla) were compared (i) in the oviduct ipsilateral to the CL (where the embryo develops if fertilization occurs) between the three groups (heifers, postpartum lactating, postpartum nonlactating) and (ii) between ipsilateral and contralateral oviducts. Venn diagrams were generated for genes with *P* < 0.001 from all three comparisons using the web tool JVenn [43].

### Gene ontology analysis

Gene ontology (GO) analysis was performed separately on DEG lists identified in the ampulla and isthmus according to location relative to the CL (within group, including DEGs shared between groups) and between groups with a *P* < 0.05 using Cytoscape version 3.7.0 and ClueGO/CluePedia version 2.5.3 plugins in the open source Cytoscape (cystoscape.org) platform [44]. The ClueGO plugin allows to visualize the non-redundant biological terms in a functionally grouped network. The CluePedia plugin works in conjunction with ClueGO to associate genes and proteins potentially associated to networks based on in silico and/or experimental information [45]. Background lists for this analysis includes only genes detected in the ampulla or isthmus with a median of reads count > 1. This median was calculated with all samples in the same organ to generate two distinct custom reference sets (isthmus and ampulla). The DEG lists generated were entered as up- and down-regulated in separate clusters. Ontology/Pathway identification was based on GO Biological Process (BP) and/or Kyoto Encyclopedia of Genes and Genomes pathways (KEGG pathways) using GO terms fusion except if specified otherwise. The retained criteria included a GO tree level > 3, a Kappa score > 0.4 and a minimum number of 3 genes for all analyses except for the comparison between ipsilateral and contralateral ampullae from heifers, for which a minimum of 2 genes was applied (due to the total low number of DEG identified in this comparison). Only GO terms/pathways with P < 0.05 were considered.

## Additional files

Additional file 1: **Table S1.** Exhaustive and top-20 lists of up- and down-regulated genes in post-partum lactating (L) vs. non-lactating (NL) cows, heifers (H) vs. L, and H vs. NL comparisons in the ampulla and isthmus ipsilateral to the corpus luteum on Day 3 of the estrous cycle. Lists of associated Gene Ontology (GO) terms are provided for the H vs. NL and H vs. NL comparisons in the isthmus.

Additional file 2: **Table S2.** Exhaustive lists of up- and down-regulated genes in ipsilateral vs. contralateral ampulla in post-partum lactating (L), non-lactating (NL) cows and heifers (H) on Day 3 of the estrous cycle. Lists of associated Gene Ontology (GO) terms are provided for ipsilateral vs. contralateral ampullas in NL and H.

Additional file 3: **Table S3.** Exhaustive and top-20 lists of up- and down-regulated genes in ipsilateral vs. contralateral isthmus in post-partum lactating (L), non-lactating (NL) cows and heifers (H) on Day 3 of the estrous cycle. Lists of associated Gene Ontology (GO) terms are provided for all comparisons. The Biological Process (BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways/compounds shared between the three groups are also provided.

## Abbreviations

BP: biological process
CL: corpus luteum
DEGs: differentially expressed genes
GO: gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
RIN: RNA integrity number

How the deposited data were processed for this re-analysis (not part of the article)

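RNA of epithelial cells was sequenced from the ampulla and the isthmus, ipsilateral and contralateral to the CL, of 5 heifers, 5 non-lactating cows and 4 lactating cows, 56 libraries from 14 animals. The authors aligned the reads with Tophat2 (version 2.0.13) and made the deposited counts with htseq-count (version 0.6.1). The table's values are whole-number counts per gene, neither normalized nor filtered, for 31903 genes, of which 26260 have at least 1 count. The 5 summary lines of the counting program were left out. Each column was given its metabolic group, region and side by its name.

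The depth is the sum of the counts on genes, 1901454 to 6836850 per library with a median of 4931502.5. Alignments outside the features of genes made up 28.3 to 50.1% of all counted alignments (median 41.3%) and alignments to several places 37.4 to 61.3% (median 47.6%). A median of 21.0% of the unique alignments lay on genes. The 10 highest genes took 4.47 to 12.9% of the counts on genes. Every pair of libraries of the same condition differed by more than sampling noise, with a chi-square per degree of freedom of at least 5.54 over the 104 pairs, so the precision of a group mean is given by the SD between animals.

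R (version 4.3.3), edgeR (4.0.16), limma (3.58.1) and DESeq2 (1.42.0) were used on the counts. Counts were normalized by TMM, and genes were kept by edgeR's filterByExpr with a minimum count of 10 on the libraries of each fit. Each of the 12 comparisons, 6 between metabolic groups on the ipsilateral side and 6 between sides within a metabolic group, was fitted on its own groups without another term. Genes were called by edgeR's quasi-likelihood F test at a Benjamini-Hochberg adjusted p under 0.05. Log2 CPM used a prior count of 2, standard errors were the log2 fold change divided by the root of F, and a count of 3 was taken as the floor of detection. Differences in side effect between metabolic groups and between regions were tested as interactions by the same method. The side effect per animal and the cholesterol score were compared by exact permutation tests. Random draws used a seed of 1.

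Choices were made before the data were examined except where said otherwise. The alternatives were RLE size factors, DESeq2's Wald test with its current defaults and with its beta prior, no filter, genes with a median count above 1 in the region, all libraries of the region in a single fit, robust dispersions, an unadjusted p under 0.001, counts thinned to the smallest library of the region, the animal number as a block and each animal left out. For the interactions DESeq2's likelihood ratio test stood in place of its Wald test. edgeR's likelihood ratio test, the exchanged libraries grouped by their animal number, the block with the exchanged numbers put right and the exchange of the mismatched libraries were added after seeing the data. Named genes are all genes that the text of the Results or Discussion, Fig. 4 or Fig. 8 names, in the comparison they are named for. To these were added, for each comparison, the 2 genes with the largest increase and the 2 with the largest decrease among called genes with a symbol other than a LOC number and no overlap of the groups, and for genes called in all 3 groups of the isthmus the 2 with the largest mean change in each direction. Results for some of these genes are not reported here.

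The animal numbers that pair the libraries come from the column names of the deposited table, and the paper's text describes no pairing in its test. Over 10616 genes with a mean log2 CPM above 3, centred on their condition, the ipsilateral and contralateral libraries of the same number and region correlated at a median r of 0.34 (-0.043 to 0.66) over 26 pairs, above 0.1 in 19. The median was 0.39 in the isthmus (14 pairs) and 0.27 in the ampulla (12 pairs). Genes are not independent replicates. With the animal number as a block, 323 genes were called between sides in the isthmus of lactating cows, against 26 without it. Each library was also set against the mean of every animal's other libraries, by the correlation over the 200 genes with the largest ratio of variance between animals to variance within them. The ipsilateral ampulla libraries of heifer B and non-lactating cow B each correlated more with the other's animal (0.89 and 0.82) than with their own number (0.22 and 0.23), and they were kept in the groups of their column names.

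Lists of genes written beforehand covered cholesterol biosynthesis, complement, glycolysis, interferon response, MHC class II, proliferation, the circadian clock, immediate early genes and markers of ciliated, secretory, smooth muscle and endothelial cells, fibroblasts, lymphocytes, macrophages, B or plasma cells and red blood cells. Of 262 listed genes 247 were found by symbol and 1 by another name in the reference, and 14 were not found. Lists with at least 3 tested genes, 15 in all, were tested in the 12 comparisons by camera with a preset correlation of 0.01, adjusted over the 180 tests, with fry as a check. Camera gave an adjusted p under 0.05 in 55 tests. Of these, 7 held under fry: proliferation between lactating cows and heifers in the ampulla, cholesterol biosynthesis between the same groups in the isthmus, cholesterol biosynthesis and the circadian clock between the sides of the heifer isthmus, and glycolysis between the sides of the isthmus in each metabolic group.

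The steps were tested on simulated data. Negative binomial counts at the means and dispersions of the isthmus libraries, with 200 genes changed by a log2 fold change of 1, gave a median fitted change of 1.03 in changed genes with 5 libraries per group. Sets of 5 libraries per group were drawn from heifers and sets of 4 from lactating cows, so they differ in spread too. DESeq2's Wald test recovered 81.0% of the changed genes it tested with 5 libraries against 5, where 12.7% of its calls were unchanged genes, and 63.8% with 4 against 4, where 18.9% were. For edgeR's likelihood ratio test these shares were 81.5, 13.1, 59.7 and 18.6%. GO enrichment, read alignment and counting were not repeated. The paper's list of DEGs for the isthmus of lactating cows was not compared here.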

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

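The tests of a single animal, of library size and of the mismatched library for the gene lists were chosen only after the results were seen, and the splits of the animals for the interactions were set beforehand. In 120 groups of 4 or 5 samples, the gap between the outermost sample and the nearest other was set against the range of the group. It was past Dixon's 95% limit in 6 groups, all of them named genes, where 6 are expected by chance over all groups and 4.35 over the 87 groups of named genes. No explanation was tested for any of the 6, and the design gives no biological one, since each concerns a single animal of a group.

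C3 in the ipsilateral isthmus of heifers had a log2 CPM of 3.00 in heifer A against 6.42 to 6.90 in the others, a gap of 0.877 of the range. MYLK3 in the ipsilateral isthmus of lactating cows was at 5.98 in cow C against 6.50 to 6.58 (0.865). GADD45G in the contralateral isthmus of non-lactating cows was at -1.0 in cow C against 0.63 to 1.04 (0.80). PGR was at 7.48 in heifer A against 6.02 to 6.39 in the contralateral isthmus of heifers (0.750), and at 3.69 in cow D against 5.26 to 5.86 in the ipsilateral isthmus of non-lactating cows (0.726). ERBB4 was at 5.89 in cow C against 5.30 to 5.46 in the contralateral isthmus of non-lactating cows (0.715). The total of counts on genes was past the limit in 0 of 12 groups.

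The effect of side differed between ampulla and isthmus in 9 genes in heifers and in 12 in non-lactating cows, by an interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All of them were DEGs between sides in the isthmus and none in the ampulla, and in 8 of each set the direction differed between the regions. When ipsilateral and contralateral were exchanged at random within animals, 2 of 60 splits gave as many genes in heifers, the real one included, and 3 of 60 did in non-lactating cows, with up to 23 and 110 genes in another split. The second share does not separate the number from regrouping. Counts thinned to equal totals gave 9 and 13 genes, which argues against library size. Each number rests on single animals, since it was 0 without heifer A, B or D and 0 without non-lactating cow A, B or D. A different response of the regions stays open for heifers, and the exchanged animal numbers in the ampulla do not touch this fit, which has no term for the animal. With the mismatched ampulla libraries exchanged it gave 16 genes in heifers and 16 in non-lactating cows. The splits were not repeated with them exchanged.

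Genes of proliferation were higher in lactating cows than in heifers in the ipsilateral ampulla. The paper does not report this list. Of 17 genes tested, 16 were higher, with a median log2 fold change of 1.04 (camera adjusted p = 3.60e-10, fry adjusted p = 0.0423), 0 were called over all genes tested and 7 when adjusted over the list alone. The median stayed at 0.80 in the fit nearest to 0, without lactating cow A, and was 0.93 with equal totals, so neither a single animal nor library size accounts for it. With the mismatched heifer library exchanged for the one that matches heifer B it was 0.96 (0.961), which argues against that library as the cause. Between non-lactating cows and heifers, which differ in parity, the median was 0.52 (camera adjusted p = 1.26e-05, fry adjusted p = 0.351), and between lactating and non-lactating cows it was 0.32 (camera adjusted p = 0.00261, fry adjusted p = 0.661). Parity and lactation both stay open. Genes of macrophages and lymphocytes were also higher in this comparison, and a different share of immune cells was not tested as an explanation.

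Genes of the circadian clock were lower in the ipsilateral than in the contralateral isthmus of heifers, 14 of 16, with a median log2 fold change of -0.43 (camera adjusted p = 0.0105, fry adjusted p = 0.0423). Of the 16, 4 were called over all genes tested and 4 when adjusted over the list alone. Without heifer E the median was -0.26, the value nearest to 0, and with equal totals it was -0.26 (-0.255), so the direction does not rest on 1 animal or on library size, though the size of the effect is lower. Between the same sides the median was -0.08 in non-lactating and -0.02 in lactating cows (camera adjusted p = 0.278 and 0.221), so the list passed the threshold in heifers only. Location relative to the CL is the biological difference between the sides and stays open for heifers.

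Genes of cholesterol biosynthesis were higher in the ipsilateral isthmus of heifers, 22 of 23, with a median log2 fold change of 0.65 (0.646, camera adjusted p = 1.73e-08, fry adjusted p = 0.0423). Of these, 9 were called over all genes tested and 16 when adjusted over the list alone. The study names 9 of the 23 genes from these libraries, in another comparison, so the last count is not independent evidence. The median was 0.49 without heifer E, the value nearest to 0, and 0.56 with equal totals, which argues against a single animal and against library size. Location relative to the CL is the biological difference of the design and stays open.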

How the results depend on the processing

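edgeR's likelihood ratio test, the grouping of the exchanged libraries by their animal number, the block with these numbers put right and the exchange of the mismatched libraries were chosen only after the data were seen. The cause was not tested for any change below, except that a threshold on the unadjusted p counts other genes by construction.

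The number of DEGs depended on the test and, between sides, on a block for the animal. DESeq2's Wald test with current defaults gave 23 DEGs between lactating cows and heifers in the ipsilateral ampulla. In the ipsilateral isthmus it gave 15 between lactating and non-lactating cows, 127 between lactating cows and heifers and 229 between non-lactating cows and heifers. Between sides of the ampulla it gave 61 in heifers, 129 in non-lactating and 7 in lactating cows, 181 in any group, and in the isthmus 1252 in non-lactating and 321 in lactating cows. With the beta prior these numbers, in the same order, were 20, 12, 113, 217, 58, 128, 6, 178, 1253 and 319. The likelihood ratio test of edgeR gave 21, 11, 108, 185, 39, 104, 4, 136, 1143 and 256, and 1 DEG between lactating and non-lactating cows and 1 between non-lactating cows and heifers in the ampulla. On simulated counts both tests recovered more changed genes than the quasi-likelihood test and called more unchanged ones.

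At an unadjusted p under 0.001 the comparisons of lactating with non-lactating cows, lactating cows with heifers and non-lactating cows with heifers gave 5, 19 and 7 genes in the ampulla and 14, 52 and 96 in the isthmus. Between sides there were 39 in heifers, 81 in non-lactating and 11 in lactating cows in the ampulla (121 in any group) and 651, 447 and 117 in the isthmus (957 in any group). Without a filter the numbers were 2 between lactating cows and heifers in the ampulla, 4 between them and 27 between non-lactating cows and heifers in the isthmus, 74 between sides of the non-lactating ampulla and also in any group, and 56 in the lactating isthmus. With all libraries of the region in a single fit they were 3, 2 and 8 for the comparisons of metabolic groups in the isthmus, 6 in the non-lactating ampulla and in any group, and 1140 and 138 in the isthmus of non-lactating and lactating cows. Thinning to the smallest library gave 10 DEGs between non-lactating cows and heifers in the isthmus, so lower counts did not lower this number. Every other number of DEGs stayed within 1.5 times under these settings, and all did under RLE size factors, robust dispersions and the filter on the region's median count. With thinning the isthmus kept 993 DEGs between sides in heifers and 515 in non-lactating cows.

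With the animal as a block, 148 genes were called between sides of the ampulla in non-lactating and 26 in lactating cows, 164 in any group, and 323 in the lactating isthmus. The block with the exchanged numbers put right gave 101 and 165 in the ampulla of non-lactating and lactating cows, and grouping these libraries by their number gave 40 in non-lactating cows. For the interaction of side and metabolic group in the isthmus the block gave 1 gene, and for that of side and region 44 in heifers. It turned the log2 fold change of PGR in the ampulla of non-lactating cows to 0.035. Of the named genes outside Fig. 8 it changed the calls of NOS2, MSMO1, NPC2 and CAV1 in the ampulla of non-lactating cows and of PGR in the isthmus of non-lactating and lactating cows. Of the 35 genes of Fig. 8 it called 34 in heifers, 31 in non-lactating and 29 in lactating cows, against 33, 27 and 5. No paired analysis was possible between metabolic groups because each animal belongs to 1 group.

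With the mismatched ipsilateral ampulla libraries of heifer B and non-lactating cow B exchanged, 1 DEG was found between lactating and non-lactating cows, 5 between sides in non-lactating cows and 5 between sides in any group, and the interaction of side and region gave 16 in heifers. DESeq2's Wald test on the exchanged libraries gave 1 DEG between lactating and non-lactating cows, 65 between lactating cows and heifers and 8 between non-lactating cows and heifers, and between sides 92 in heifers, 81 in non-lactating cows and 157 in any group. With the exchanged numbers put right too, the block gave 199 between sides in non-lactating cows and 313 in any group. TIPARP, DUSP6 and PLA2G4F lost their call under the exchange without block.

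The interaction of side and region gave 254 genes in heifers, 78 in non-lactating and 4 in lactating cows with DESeq2's likelihood ratio test. Without a filter it gave 19 in non-lactating and 1 in lactating cows, and RLE size factors, robust dispersions and thinning gave 1 each in lactating cows. The interaction of side and metabolic group gave 0 genes under every alternative but the block. Of the tests of gene lists, 8 were under the threshold with fry, against 55 with camera.

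Across the fits that each left out one animal, the DEGs between lactating and non-lactating cows ranged from 0 to 1 in the ampulla and from 0 to 2 in the isthmus. Between lactating cows and heifers they ranged from 0 to 1 and from 0 to 0, and between non-lactating cows and heifers from 0 to 0 and from 1 to 19. Between sides of the ampulla the ranges were 0 to 1 in heifers, 0 to 35 in non-lactating and 0 to 0 in lactating cows, and of the isthmus 179 to 1334, 235 to 598 and 0 to 11. The interaction of side and region ranged from 0 to 7 in heifers, 0 to 3 in non-lactating and 0 to 0 in lactating cows, and that of side and metabolic group was 0 in every fit. The unions over groups were not refitted this way. The log2 fold change of PGR in the ampulla ranged from -0.15 without heifer E to 0.24 without heifer A, against 0.08, and in non-lactating cows from -0.33 without cow B to 0.32 without cow A, against -0.09.

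Over the named genes outside Fig. 8, 1150 results under an alternative kept their direction and call, 54 lost the call, 165 gained it and 3 changed direction, which are those of PGR. The size of the side effect per animal moved from -0.17 to between -0.19 and -0.17 for lactating cows against heifers, from -0.10 to between -0.11 and -0.08 for lactating against non-lactating cows, and from 0.22 to between 0.14 and 0.22 for heifers against non-lactating cows. SPP1 and CXCL10 gave no value where the filter on low counts applied. Calls among 4 libraries against 4 are limited by group size. On simulated counts the quasi-likelihood test recovered 34% of changed genes there, against 73.3% with 5 against 5. A count of 0 with 4 against 4 does not show that the effect is absent.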

Differences from the paper's values

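edgeR's likelihood ratio test, the block with the exchanged animal numbers put right and the settings with mismatched libraries exchanged were chosen after seeing the values. All other alternatives named here were set before the data were examined, and those of them not named for a value did not bring it within the paper's. Here DESeq2 means its Wald test, by current defaults or with the beta prior. For a number, a share or a largest fold change of DEGs, within means within 1.5 times of the paper's value, which is not equality. An unadjusted p under 0.001 is another threshold than an adjusted p under 0.05, and small numbers there can arise by chance. Counts simulated without group differences gave means of 12.45 and 11.8 such genes for lactating and non-lactating cows against heifers in the ipsilateral isthmus.

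Between metabolic groups, 0 DEGs were found between lactating cows and heifers in the ipsilateral ampulla (995 genes at an unadjusted p under 0.05), against the paper's 19. With DESeq2 the number was 23 by current defaults and 20 with the beta prior, and with an unadjusted p under 0.001 it was 19. There were 0 in the ipsilateral isthmus between lactating and non-lactating cows (881 genes at an unadjusted p under 0.05), against the paper's 15, and the same 3 alternatives gave 15, 12 and 14. Between lactating cows and heifers there were 0 (1446 genes at an unadjusted p under 0.05), against the paper's 127. Between non-lactating cows and heifers there was 1, against the paper's 223. DESeq2 gave 127 and 229 by current defaults and 113 and 217 with the beta prior. The likelihood ratio test, chosen after seeing the values, gave 21, 11, 108 and 185 for these 4 comparisons. Comparisons of lactating and of non-lactating cows with heifers shared 0 DEGs, against the paper's 22, and both forms of DESeq2 came within it.

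Between sides of the ampulla, heifers had 0 DEGs, 0 higher and 0 lower on the ipsilateral side (1253 genes at an unadjusted p under 0.05), against the paper's 60, 27 and 33. Both forms of DESeq2 came within all 3 values, and an unadjusted p under 0.001 within the 27. DESeq2 with the mismatched libraries exchanged, chosen after seeing the values, came within the 33 (39). Non-lactating cows had 13, 13 and 0, against the paper's 139, 95 and 44, and both forms of DESeq2 and the animal as a block came within them. With the exchanged numbers put right, the block gave 101, with the mismatched libraries exchanged too it gave 199 (125 higher), and the likelihood ratio test gave 104, all chosen after seeing the values. Lactating cows had 0, 0 and 0 (594 genes at an unadjusted p under 0.05), against the paper's 10, 8 and 2. DESeq2 by current defaults came within the 10 and the 8, and an unadjusted p under 0.001 within all 3.

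Counted over the groups, 13 genes were DEGs between sides of the ampulla, against the paper's 192, and 13 were DEGs in non-lactating cows only, against the paper's 124. Both forms of DESeq2 and the block came within these, and the likelihood ratio test, chosen after seeing the values, gave 136 for the first, as DESeq2 with the mismatched libraries exchanged gave 157, also chosen after. Shared by heifers and non-lactating cows only were 0, against the paper's 11 (both forms of DESeq2 came within it), by non-lactating and lactating cows only 0, against the paper's 2 (an unadjusted p under 0.001 did), and by all 3 groups 0, against the paper's 2 (no alternative set beforehand did). The share of shared genes was 0%, against the paper's 7.8%, and both forms of DESeq2, an unadjusted p under 0.001 and the block came within it. Higher on the ipsilateral side were 13, against the paper's 73, which the beta prior, no filter, an unadjusted p under 0.001 and the block reached. Lower were 0, against the paper's 119, which no alternative set beforehand reached. Changed by less than 2-fold were 30.8%, against the paper's 91%, and both forms of DESeq2 came within 1.5 times of it.

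In the isthmus, 709 DEGs between sides were found in non-lactating cows, 408 higher and 301 lower on the ipsilateral side, against the paper's 1275, 680 and 595. Both forms of DESeq2, all libraries of the region in a single fit and the block came within them, and so did the likelihood ratio test for the first, with 1143, chosen after seeing the values. Lactating cows had 26, against the paper's 331, with both forms of DESeq2 and the block within it, and 256 by the likelihood ratio test, chosen after seeing the values. Over the groups there were 1707, against the paper's 2583, with both forms of DESeq2, the single fit and the block within it, and 2324 by the likelihood ratio test, chosen after seeing the values. Shared by heifers and lactating cows only was 1, against the paper's 74, by non-lactating and lactating cows only 2, against the paper's 32, and by all 3 groups 21, against the paper's 171. Lower in all 3 groups were 4, against the paper's 56, and lower in any group 729, against the paper's 1421. Both forms of DESeq2 and the block came within these 5 values. Higher in all 3 groups were 17, against the paper's 115, and here the single fit came within it as well. The largest fold change of a gene higher on the ipsilateral side was 68, against the paper's 3.9, which no alternative set beforehand reached. That of a gene lower there was 9.55, against the paper's 6.1, with thinned counts within it (8.24).

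Summed over ampulla and isthmus, 722 DEGs between sides were found in non-lactating cows, against the paper's 1414, 26 in lactating cows, against the paper's 341, and 1720 in any group, against the paper's 2775. Both forms of DESeq2 and the block came within all 3, and the single fit within the first and the last. The lowest number of alignments per library was 18.1 M, against the paper's 28 M reads, and these measures differ, since the table counts alignments after mapping. No alternative applies to it.

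The log2 fold changes in the paper's supplement are closer to 0. DESeq2 with the beta prior came within the paper's value for each gene of this paragraph, and other settings that did are named beside the gene. Between lactating cows and heifers in the isthmus it was -1.32 for GAT, against the paper's -0.955 (also the single fit, without heifer A and without lactating cow A), 3.81 for BLA-DQB, against the paper's 1.04, and -1.81 for ME3, against the paper's -1.02. Between lactating and non-lactating cows it was 3.58 for BLA-DQB, against the paper's 1.00, and 1.04 for FAT4, against the paper's 0.81. For FAT4 DESeq2 by current defaults, the single fit and leaving out any animal but lactating cow A or non-lactating cow C came within it too. It was -1.32 for PGM5, against the paper's -0.975 (also the single fit, thinned counts, without lactating cow C and without non-lactating cow D), and 1.59 for STEAP4, against the paper's 1.17 (also without lactating cow C). Between non-lactating cows and heifers it was -1.83 for GAT, against the paper's -1.68 (also the single fit, thinned counts, without heifer A and without non-lactating cow A or B), -1.54 for FAT4, against the paper's -1.06 (also without heifer B), and -1.36 for BPIFA1, against the paper's -0.838 (also the single fit and without non-lactating cow C or D). For C1S it was 2.40, against the paper's 1.11, for C3 3.02, against the paper's 0.848, and for SERPING1 2.01, against the paper's 0.904 (also without non-lactating cow D).

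For the comparisons between sides the beta prior again came within each of the paper's values in this paragraph. In the ampulla the log2 fold change was -1.75 for APOE in heifers, against the paper's -1.15 (also the single fit and without heifer E), and in non-lactating cows 1.99 for DUSP6, against the paper's 1.27, and 1.78 for PLA2G4F, against the paper's 1.16. In the isthmus of heifers it was 3.84 for GADD45G, against the paper's 1.59, 2.70 for SUSD2, against the paper's 1.70, -2.74 for CDH13, against the paper's -1.67, and -1.81 for KLF11, against the paper's -1.44 (also thinned counts, the block and without heifer A, B or E). In the isthmus of non-lactating cows it was 4.6 for GADD45G, against the paper's 2.54, -3.05 for GRIN2A, against the paper's -1.47, -2.89 for PIWIL1, against the paper's -1.91, and -1.53 for KLF11, against the paper's -1.11 (also robust dispersions and without non-lactating cow A or B).

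The text of the paper states more genes lower than higher on the ipsilateral side, in the ampulla and in the isthmus. Here 978 genes were higher and 729 lower in the isthmus, and in the ampulla all DEGs were higher. The paper's supplement lists more genes higher than lower in the isthmus, with 1078 genes higher and 849 lower in heifers and 680 and 595 in non-lactating cows. With the directions of the text exchanged, a reading chosen after seeing the values, DESeq2 by current defaults came within its numbers, with 110 higher and 71 lower in the ampulla, against the paper's 119 and 73, and 1400 and 1154 in the isthmus, against the paper's 1421 and 1162. The largest fold changes with the beta prior were 6.03 for an increase and 3.90 for a decrease, against the paper's 6.1 and 3.9 with directions exchanged in the same way. The paper's text names BPIFA1 among genes raised in non-lactating cows, while it was lower in them here, with a log2 fold change of -1.36. The paper states that PGR was lower on the ipsilateral side of the isthmus in heifers and lactating cows. Here it was past the threshold in heifers only, with log2 fold changes of -0.82 in non-lactating and -0.78 in lactating cows. A block for the animal gave adjusted p-values, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of 0.0401 (0.0401 to 0.14 over the alternatives set beforehand) and 0.0385 (0.00355 to 0.276), and DESeq2 called it in lactating cows.

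Of the genes that the paper names as DEGs and that were not called here, DESeq2 by current defaults called all but INSIG1, SCP2, CSF1R and NFKBIZ in lactating cows against heifers, BPIFA1 in non-lactating cows against heifers, MSMO1 and ACAA2 in the ampulla of non-lactating cows, and GOT2 and UAP1 in the isthmus of lactating cows. Of these, the block called MSMO1, the block with the mismatched libraries exchanged, chosen after seeing the values, called MSMO1 and ACAA2, the single fit called UAP1, and the likelihood ratio test, chosen after seeing the values, called BPIFA1. No alternative set beforehand called the others. Fits without a filter also called BLA-DQB in lactating cows against heifers and C3 in non-lactating cows against heifers. The single fit called BLA-DQB in both of its comparisons and STEAP4 in lactating against non-lactating cows.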

Other observations

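The splits of the samples under DESeq2 and the tests of the exchanged animal numbers, of the mismatched libraries, of the pairing of the sides, of fibroblasts and smooth muscle, of the cholesterol score and of BLA-DQB were chosen only after the results were seen. For each comparison of metabolic groups, 100 of the 126 splits of the libraries into groups of the same sizes were drawn, the real one included. For the 5 comparisons with 0 DEGs all 100 gave at least as many, which is fixed in advance and decides nothing. Of their other splits, 6 to 13 gave any DEG. For non-lactating cows against heifers in the isthmus, 7 of 100 gave as many as the real groups, with up to 28 genes in another split. With DESeq2's Wald test, the splits with as many DEGs were 30 of 30, 5 of 30 and 30 of 30 in the ampulla (lactating against non-lactating cows, lactating cows against heifers and non-lactating cows against heifers) and 9 of 30, 2 of 30 and 1 of 30 in the isthmus. The shares of 30 of 30 belong to comparisons with 0 DEGs and were fixed in advance too. Other splits reached up to 232 DEGs where lactating cows against heifers had 127 in the isthmus. The number for non-lactating cows against heifers in the isthmus, 229, was not reached by another split, of which the highest gave 203.

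The sides were split so that the ipsilateral and contralateral library of every animal were always parted, which gives 16 splits with 5 animals and 8 with 4. No share under 0.05 can arise from so few. In the ampulla, 16 of 16 splits gave as many DEGs in heifers and 8 of 8 in lactating cows, which is fixed in advance where the real number is 0. In non-lactating cows 1 of 16 gave as many. In the isthmus the real split alone did, 1 of 16, 1 of 16 and 1 of 8, and no other gave any DEG. With DESeq2 the real split alone reached its number in all 6 comparisons, with up to 68 DEGs in another split of the non-lactating ampulla, 95 of the heifer isthmus and 98 of the non-lactating isthmus. Over all splits, the real one alone reached its number in 1 of 100 for the isthmus of heifers, 1 of 100 for that of non-lactating cows and 1 of 100 for the ampulla of non-lactating cows, and 2 of 35 did for the isthmus of lactating cows. The others differ in that they leave both libraries of some animals on the same side. With the animals regrouped, 60 of 60 splits gave as many genes for the interaction of side and metabolic group in the ampulla and 60 of 60 in the isthmus. The interaction of side and region in lactating cows gave 60 of 60. The real numbers of these interactions were 0, so the shares of 60 of 60 were fixed in advance. A block for the animal gave 323 DEGs in the lactating isthmus.

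Fewer genes were DEGs between sides of the isthmus in lactating cows (26) than in heifers and non-lactating cows. With 4 animals the fewest in the other groups was 179, in heifers without heifer E, so group size alone does not account for the lower number. Depth alone does not, since 515 genes were called in non-lactating cows with equal totals. At the spread of the lactating libraries the fewest simulated calls were 294, and group size and spread together gave a mean of 376.5 with the effects of heifers. All these numbers come from fits without a term for the animal, and the simulations draw the 2 sides of an animal independently. With the animal as a block, 323 genes were called in lactating cows, and with 1 animal left out 638 to 2272 in heifers and 412 to 1209 in non-lactating cows. The pairing of the sides, which the fit without a block leaves out, may therefore account for much of the low number together with group size, in line with the 412. With the block and all animals the number was still the lowest in lactating cows, against 1916 in heifers and 1038 in non-lactating cows. Without lactating cow A, B, C or D it was 639, 18, 143 and 75. The 639 was above the lowest numbers of the other groups with 1 animal left out, 638 and 412. The order with the block therefore depends on single animals. On their own effects the simulations gave 1321 calls (1215 to 1400) in heifers against 1361 called, 900.5 (868 to 957) in non-lactating cows against 709 and 63.2 (39 to 86) in lactating cows against 26, so they ran high in both groups of cows but not in heifers. The effects fitted in lactating cows gave 338.5 calls (303 to 382) in heifer libraries and 278.8 (196 to 357) in those of non-lactating cows. All simulated effects were shrunk by DESeq2's beta prior, to a degree not compared between groups. The lower numbers therefore do not alone show a weaker effect. A weaker side effect in lactating cows and the metabolic state itself stay open. A weaker effect was not shown by the interaction of side and metabolic group, with 0 genes (308 at an unadjusted p under 0.05, fewer than the 751.6 expected by chance, in a fit with no term for the animal), nor by the side effect per animal.

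A different share of cell types on the 2 sides is a candidate explanation for DEGs between sides of the isthmus. A change in the ratio of ciliated to secretory cells moves all markers of a type alike. In heifers the ciliated marker DNAH5 was a DEG with a log2 fold change of -0.64 (-0.635) while CAPS was a DEG with 0.66, at mean levels of 1800 and 303 CPM. More fibroblasts would do the same, and in non-lactating cows the fibroblast marker FBLN1 was a DEG with -0.84 while COL6A3 was one with 1.38, at 156 and 26.3 CPM (adjusted p = 0.0481 and 0.0288, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both argue against a change in these shares, of ciliated cells in heifers and of fibroblasts in non-lactating cows, as the whole cause, and a change within a cell type stays open. A share of smooth muscle stays open, since 0 of its markers were called in any group and 4 of 5 were higher in non-lactating cows. In the isthmus, 12 of 20 ciliated markers were higher on the ipsilateral side in heifers (median log2 fold change 0.06), 11 of 20 in non-lactating cows (0.03) and 9 of 20 in lactating cows (-0.01). Of the markers of secretory cells 3 of 8, 6 of 8 and 4 of 8 were higher (medians -0.08, 0.24 and 0.03), of smooth muscle 2 of 4, 4 of 5 and 3 of 5 (0.06, 0.47 and 0.00), of fibroblasts 2 of 8, 3 of 6 and 4 of 9 (-0.54, -0.08 and -0.15) and of endothelial cells 1 of 3, 1 of 5 and 1 of 5 (-0.20, -0.43 and -0.17).

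A pair of libraries of the ipsilateral ampulla carries each other's animal numbers across the non-lactating and the lactating group. On the 200 genes with the largest ratio of the variance between animals to that within them, taken from the other animals, 52 of the 54 other libraries were closest to the animal of their number, and the 2 exceptions are described below. Each of the pair correlated with the animal of the other's number at 0.87 or more and with the animal of its own number at -0.16 or less. The animal numbers in the column names may therefore have been exchanged, with the libraries in the right groups, in line with the 0.87. The -0.16 argues against an exchange of the libraries themselves. Correlations between the sides of the ampulla were mixed. For the library named non-lactating the correlation was 0.17 in its named group and 0.30 in the group of its number, which goes the other way. For the library named lactating it was 0.55 and 0.022. With the numbers put right the blocked fits gave 101 and 165 DEGs between sides of the ampulla in non-lactating and lactating cows.

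The 2 exceptions are the ipsilateral ampulla libraries of heifer B and non-lactating cow B, each of which was closest to the other's animal. With both animals kept out of the choice of the 200 genes and both libraries out of the means, the heifer library correlated with non-lactating cow B at 0.89 and the non-lactating library with heifer B at 0.82, against 0.22 and 0.23 with the animal of their own number and at most 0.22 and 0.47 with any other. The other 52 libraries were all closest to their own animal, at 0.64 or more. The 0.23 argues against these libraries coming from the animals of their numbers. They may have been exchanged between the groups, in line with the 0.82, and whether in the columns or in the samples is not known. Unlike the exchange of numbers above, this would place a library of each animal in the wrong metabolic group. After the exchange DESeq2's Wald test called, in the ipsilateral ampulla, 65 DEGs between lactating cows and heifers, 8 between non-lactating cows and heifers and 1 between lactating and non-lactating cows, and between sides 92 in heifers and 81 in non-lactating cows. Apart from the median of the proliferation genes and the cholesterol score, the tests of gene lists and the splits were not repeated with the libraries exchanged, so those of the ampulla rest on the named groups.

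The cholesterol score was higher on the ipsilateral than on the contralateral side of the isthmus in 14 of 14 animals, by 0.52 ± 0.29 (SD, n = 14, p = 0.000122, the smallest that permutations of sign can give, adjusted p = 0.000977), and of the ampulla in 11 of the 12 animals whose number was found on both sides, by 0.37 ± 0.29 (SD, n = 12, permutation p = 0.00195). With the exchanged numbers put right, chosen after seeing the data, it was higher in 13 of 14 (permutation p = 0.000488). With the mismatched libraries exchanged as well, chosen in the same way, these values were the same. Lactating cows had a lower score than heifers in the ipsilateral isthmus. A loss of the side effect in lactating cows would leave them a side difference of 0.132, but it was 0.517 (lowest animal 0.196), against 0.622 in heifers (exact permutation p = 0.675). This argues against such a loss. Lactation apart from parity is seen between lactating and non-lactating cows, whose scores differed by -0.22 (exact permutation p = 0.206) on the ipsilateral and -0.31 (exact permutation p = 0.246) on the contralateral side of the isthmus. Between non-lactating cows and heifers the differences were -0.27 (exact permutation p = 0.0873) and -0.08 (exact permutation p = 0.714). As gene lists in the ipsilateral isthmus both comparisons were under the threshold by camera (adjusted p = 0.00153 and 0.000187) and not by fry (0.575 and 0.507). A level set by lactation or by parity on both sides stays open.

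BLA-DQB was higher in lactating cows, and 89.8% of the variance of its log2 CPM over the 16 lactating libraries lay between cows, the exchanged numbers put right. The related BOLA-DMA had 88.8%, with 34.6 to 67.8 CPM in cow A, 5.09 to 13.2 in cow B, 24.8 to 53.1 in cow C and 5.90 to 9.92 in cow D. The heifers had 4.99 to 22.5 and the non-lactating cows 4.21 to 24.3 CPM. A level set by the animal in all its tissues, such as an allele that matches the reference better, may account for the higher BLA-DQB. The 89.8% goes with this, but an effect of lactation that differs between cows would give it too. It cannot tell these apart, since it covers lactating libraries only. Reads shared between paralogs were not tested. An effect of lactation in some cows stays open.

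Of the 55 list tests under the threshold by camera, those given here had a fry adjusted p of 0.0798 or more, so each depends on the preset correlation. No gene of these lists other than those of cholesterol (9), glycolysis (5), complement (3), MHC class II (2), macrophages (1) and the interferon response (1) is named by the study, and 3 genes are in both the macrophage and the complement list. Between lactating cows and heifers, lymphocyte genes were higher in the ampulla in 9 of 10 (median log2 fold change 1.28, camera adjusted p = 1.56e-05), macrophage genes in 10 of 10 (1.47, 2.92e-06), MHC class II genes in 8 of 8 (2.69, 1.61e-05) and complement genes in 13 of 15 (1.61, 1.86e-05). In the isthmus lymphocyte genes (1.48, 0.0135), MHC class II genes (3.00, 7.25e-05) and complement genes (1.22, 0.00125) were higher too, and glycolysis genes lower (-0.26, 0.000869). In these comparisons 0 genes of the lists were called over all genes tested. Adjusted over the list alone, the calls in ampulla and isthmus were 2 and 3 of the lymphocyte, 7 and 6 of the MHC class II and 8 and 6 of the complement genes, 5 of the macrophage genes in the ampulla and 3 of the glycolysis genes in the isthmus. In the ampulla of non-lactating cows against heifers, lymphocyte genes were higher in 9 of 9 (1.28, 2.06e-07), proliferation genes were higher (0.52, 1.26e-05) and interferon genes lower (-0.65, 0.00807). In the isthmus ciliated markers were higher in 19 of 20 (0.27, 1.29e-05).

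Between sides, complement genes were lower in the ipsilateral ampulla of heifers in 13 of 14 (-0.67, camera adjusted p = 7.01e-05). Cholesterol genes were higher in the ipsilateral ampulla (medians 0.34, 0.43 and 0.20 in heifers, non-lactating and lactating cows) and in the isthmus of non-lactating (0.41) and lactating cows (0.48, 0.475). Immediate early genes were lower in the lactating isthmus in 11 of 12 (-0.23), with an adjusted p of 0.0423 from fry and 0.105 from camera. Lists under no threshold by either test had a smallest camera adjusted p of 0.0693 for endothelial cells (-0.36, ampulla sides of non-lactating cows), 0.221 for smooth muscle (-0.34, lactating against non-lactating isthmus), 0.247 for secretory cells (-0.16, non-lactating cows against heifers in the ampulla) and 0.296 for fibroblasts (0.66, ampulla sides of non-lactating cows). Markers of B or plasma cells had at most 2 tested genes and those of red blood cells 0, so they were not tested.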
